# Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage

**DOI:** 10.3389/fnut.2023.1029745

**Published:** 2023-02-27

**Authors:** YuTing Pu, Cheng Wang, YongWen Jiang, XiaoJing Wang, YuJie Ai, WeiBing Zhuang

**Keywords:** *Sechium edulel*, metabolite profiling, transcriptome profiling, flavonoids, DEGs

## Abstract

Chayote (*Sechium edulel*) fruits are rich in flavonoids, folate, and low-calorie food. However, studies about the flavonoids and the corresponding regulatory mechanism of flavonoid synthesis in chayote fruits was still unclear. In present study, an integrated transcriptome and metabolite analysis of chayote fruits at three different storage stages were conducted to explore the flavonoid compositions and gene expression associated with flavonoid synthesis. Through the UPLC-MS/MS analysis, a total of 57 flavonoid compounds were detected. Of these, 42 flavonoid glycosides were significantly differential accumulation in chayote fruits at three different storage stages. Many genes associated with flavonoid synthesis were differentially expressed in chayote fruits at three different storage stages through RNA-seq analysis, including structural genes and some TFs. There was a high correlation between RNA-seq analysis and metabolite profiling, and the expression level of candidate genes in the flavonoid synthesis pathway were consistent with the dynamic changes of flavonoids. In addition, one R2R3-MYB transcription factor, FSG0057100, was defined as the critical regulatory gene of flavonoid synthesis. Furthermore, exogenous application of phenylalanine increased the total content of flavonoids and promoted some flavonoid biosynthesis-related gene expression in chayote fruits. The above results not only make us better understand the molecular mechanism of flavonoid synthesis in chayote fruits, but also contribute to the promotion and application of chayote products.

## 1. Introduction

*Sechium edulel* (Jacq.) Swartz (chayote), an herbaceous perennial climbing plant, is cultivated in most tropical and subtropical areas (1–4). The chayote fruits are not only rich in nutrients, such as amino acids, vitamins, α-aminobutyric acid, and dietary fiber, but also contain a lot of flavonoids (5–9). Flavonoids are the low molecular weight polyphenolic secondary metabolic compounds produced by plants, which play important roles in human health benefits (10, 11). Thus, research on flavonoid synthesis in chayote fruits has won attracted considerable attention.

Flavonoids, synthesized by the phenylpropanoid pathway, played important roles in extending the shelf life of fruits and vegetables (12). Structure genes encoding key enzymes associated with the flavonoid synthesis, including phenylalanine ammonia lyase (PAL), 4-coumarate-CoA ligase (4CL), cinnamate 4-hydroxylase (C4H), chalcone isomerase (CHI), chalcone synthase (CHS), flavonoid 3′-hydroxylase (F3′H), isoflavone synthase (IFS), flavanone 3-hydroxylase (F3H), dihydroflavonol 4-reductase (DFR), flavonol synthase (FLS), anthocyanidinreductase (ANR), anthocyanidin synthase (ANS), and leucoanthocyanidin reductase (LAR). The functions of corresponding structure genes have been well characterized in various kinds of plants, such as *Arabidopsis* (13), maize (*Zea mays*) (14), rice (*Oryza sativa*) (15), Melon (*Cucumis melo*) (16), cucumber (*Cucumis sativus*) (17). Although previous studies reported that flavonoids were widely distributed in all parts of *S. edulel* plant, such as leaves, stems, roots and chayote fruits (7), the detailed composition of flavonoids and the corresponding molecular regulatory mechanism in chayote fruits during storage were still unclear.

Flavonoids have garnered considerable attention because of numerous nutritional and biological benefits, which were often applied in food processing to help prolong the shelf-life of food items due to their antioxidant property (18). Previous studies revealed that the total phenolic contents of rowanberry (*Sorbus aucuparia*) fruits and banana (*Musa nana*) significantly reduced during the 20-or 2-day storage at 22°C, respectively (19, 20). Aziz et al. (21) investigated the contents changes of flavonoids in *Cerasus Humilis* fruits during storage revealed that the total content of flavonoids was reduced during storage. Robles-Sánchez et al. (22) researched the contents changes of flavonoids in mangoes during Low-Temperature storage revealed that the total content of flavonoids was reduced during the 15-day storage. Chayote has a short shelf life, which can sprout in 4–6 weeks if the storage conditions allowed (23). However, the dynamic changes of flavonoids contents and corresponding molecular mechanism during shelf life was still unclear.

Combination transcriptomic and metabolomic analyses may be a good approach to to explore the functions of genes associated with metabolism (24). Maoz’s teams explored the response of table grapes under storage at anaerobic and cold stresses with an integrated transcriptomic and metabolomic analysis (25), and found that genes associated with phenylpropanoid pathway and pyruvate metabolism were differentially expressed under storage at anaerobic and cold stresses. A transcriptome and metabolome profiling were performed to explore the bluing response of radish roots under storage, and found that low reduction system: ascorbic acid (ASA), glutathione (GSH), ascorbate peroxidase (APX), glutathione peroxidase (GPX), glutathione-S-transferase (GST), or high content of glucosinolates, oxidation system: reactive oxygen species (ROS), catalase (CAT), peroxidase (POD) could promote the blue discoloration of radish roots (26). LTC condition is the prestorage at 8°C for 5 days before storage at 0°C, and Wang’s teams conducted the integrated analysis of transcript and metabolite profiling of ‘Hujingmilu’ peach stored at 0°C conditions and LTC conditions. The results indicated that LTC can relieve chilling injury in peach fruit (27). Although the chayote fruit quality deteriorates with storage, the dynamic changes of the flavonoids in chayote fruits at room temperature for a fairly long time was still unclear. Thus, in present study, the chayote fruits placed in plastic containers at room temperature was used to perform the transcriptome and metabolome analysis.

In this study, we here performed metabolome and transcriptome profiling of chayote fruits during storage at room temperature to examine the dynamic changes of flavonoid compounds and the corresponding regulatory mechanism of flavonoid synthesis. A total of 57 flavonoid derivatives were detected in this study. Among them, 42 flavonoid glycosides were differentially accumulated in different storage stages. Moreover, the DEGs, including structural genes and transcriptional factors (TFs) for flavonoid synthesis were also identified, and the expression pattern of some DEGs were further verified using qRT-PCR. Correlation analysis between RNA-seq analysis and metabolite profiling had revealed that the identified structural genes and TFs displayed better correlation with the quantitative changes of flavonoids. This study not only makes us better understand the molecular mechanism of flavonoid synthesis in chayote fruits, but also contributes to the promotion and application of chayote products.

## 2. Materials and methods

### 2.1. Plant material, growth conditions, and treatments

The Chayote was purchased from a local supplier (Walmart, Huaxi District, Guiyang City, Guizhou Province, China) at their commercial maturity stage, and then planted in the experimental field of Guizhou university. The mature chayote fruits with the same size were collected from the experimental field of Guizhou University in late October 2021. To avoid excessive dehydration, all chayote fruit samples were collected and placed in plastic containers at optimum storage temperature (10°C) for 1 month (28). Three storage stages (S1, optimal harvest stage; S2, 15 days after storage; S3, 30 days after storage) were collected to perform RNA-seq analysis and metabolome profiling, respectively. Three independent biological replicates were performed.

### 2.2. Phenylalanine treatment

The mature chayote fruits with the same age and size were collected on October 10, 2021 and used for phenylalanine treatment. The phenylalanine concentration was determined based on Watanabe’s research (29), and the operation steps are as follows: the cottons containing phenylalanine solution with different concentrations (0.5-and 1 mM) were wrapped on the surface of fruits. The cotton was changed every 3 days. The cotton-wrapped chayote fruits were is placed in plastic containers at optimum storage temperature (10°C) for 10 days. After 10 days of treatments, the chayote fruits were sampled and immediately placed into liquid nitroge.

### 2.3. Total flavonoid measurement and metabolite extraction

Determination of total flavonoid contents in chayote at three different stages (S1 ~ S3) was conducted using the Plant Flavonoids Content Assay Kit (Beijing Boxbio Science & Technology Co., Ltd.). The frozen chayote were crushed to fine powder using grinding bead (6 mm diameter, 6 min, 50 Hz, MM400, Retsch). Fifty milligrams of fine-powdered samples were extracted from the ultrasonic and cryogenic instrumentation at 5°C (40 KHz) using 400 μL of 70% aqueous methanol. The supernatants were collected by centrifugation (13,000 g, 15 min) and then passed through a hydrophilic nylon membrane filter (Pore size: 0.22 μM). Pipette 20 μL of supernatant for each sample and mix them as the quality control samples (QC).

### 2.4. Untargeted metabolite profiling analysis

Metabolite profiling analysis of the extracted samples was conducted using UPLC-MS/MS method (30). Chromatographic separation of flavonoid metabolites was conducted on an ACQUITY UPLC HSS T3 column (100 mm × 2.1 mm, 1.8 μM) using mobile phases A (5% acetonitrile in water contained 0.1% formic acid) and mobile phases B (47.5% acetonitrile in 47% isopropanol solution contained 0.1% formic acid). The elution profile was set as follows: 0–2.5 min, 95:5 phase A/phase B to 75:25 phase A/phase B; 2.5–9 min, 75:25 phase A/phase B to 5:95 phase A/phase B; 9–13 min, 5:95 phase A/phase B to 5:95 phase A/phase B; 13–13.1 min, 5:95 phase A/phase B to 95:5 phase A/phase B, 13.1–16 min, 95:5 phase A/phase B to 95:5 phase A/phase B. The flow rate was 0.4 ml/min. The column temperature was maintained at 40°C. The injection volume was 10 μL.

The quadrupole-time-of-flight mass spectrometer (MS) was used to profile the metabolites of fruit samples (31). The analytical MS parameters were as follows: source temperature, 550°C; ion sources GS1, GS2, and curtain gas were set as 50, 50 and 30 psi, respectively; collision energy (CE), declustering potential (DP), ion-spray voltage floating in negative mode, and in positive mode were set as 20 ~ 60 V, 80 V, 4 kV, and 5 kV. MS acquisition was performed in a data-dependent acquisition (DDA) mode.

### 2.5. Qualitative and quantificatiive analysis of metabolites

Data preprocessing were performed by Progenesis QI software to obtain the m/z values, retention time (RT), and peak intensity. Metabolites were found by searching and comparing the m/z values, RT, and fragmentation patterns to standards in Human metabolome database (HMDB)^1^ and Metlin database.^2^ The variable importance of the projection (VIP) score of OPLS-DA model was performed to detect global metabolic changes among comparable groups. Metabolites with *t* test *p*-value <0.05 and VIP ≥ 1 were defined as differential metabolites (32). The R package from Bioconductor on Majorbio Cloud Platform^3^ was used to perform multivariate statistical analysis. An unsupervised method was used to perform principal component analysis (PCA) (33).

### 2.6. RNA-seq analysis

Extraction of the total RNA from chayote fruits at three different storage stages (S1 ~ S3) was performed using the EAZY spin Plus Plant RNA Kit. The mRNA purification, library construction, and RNA-seq was conducted by Majorbio Technology Co., Ltd (Shanghai, China). The heatmap was drawn with the log2-RPKM of individual DEGs. The RNA-seq data set is available in the Gene Expression Omnibus (accession no. GSE214641).

### 2.7. Quantitative real-time polymerase chain reaction

The total RNA was extracted from chayote fruits at S1, S2, and S3 stages and phenylalanine-treated seedlings using with TaKaRa MiniBEST Plant RNA Extraction Kit (TaKaRa) and the corresponding cDNA was obtained with cDNA Reverse Transcription Kit (TaKaRa). qRT-PCR was conducted with SYBR Premix Ex Tag on a DNA Engine Opticon™ 2 system (Bio-Rad Laboratories Inc.). AUG gene was used to normalize gene expression of candidate genes. A list of primers used in this study were presented in Table S1. The expression levels were evaluated by the 2^−ΔΔCt^ method with three biological replicates.

### 2.8. Statistical analysis

Significant analysis between two sample groups were calculated using T-test analysis (34). All of expression analysis were conducted for three biological replicates. The average data of three biological replicates was displayed with plus or minus the standard deviation (average ± SD).

## 3. Results

### 3.1. Measurement of total flavonoid content in chayote fruits at three different storage stages

To explore the dynamic changes of flavonoids in chayote fruits during 1 month storage, the total content of flavonoids in chayote fruits at three different storage periods (S1, S2, and S3) was detected. The total content of flavonoids in S1 stage (11.31 mg. g^−1^, DW) was higher than those in S2 stage (6.68 mg. g^−1^, DW) and S3 stage (4.88 mg. g^−1^, DW), and the total content of flavonoids in S2 stage (6.68 mg. g^−1^, DW) was higher than that in S3 stages, indicating that the total content flavonoids was decreased in chayote during 1 month of storage (Figure 1).

**Figure 1:**
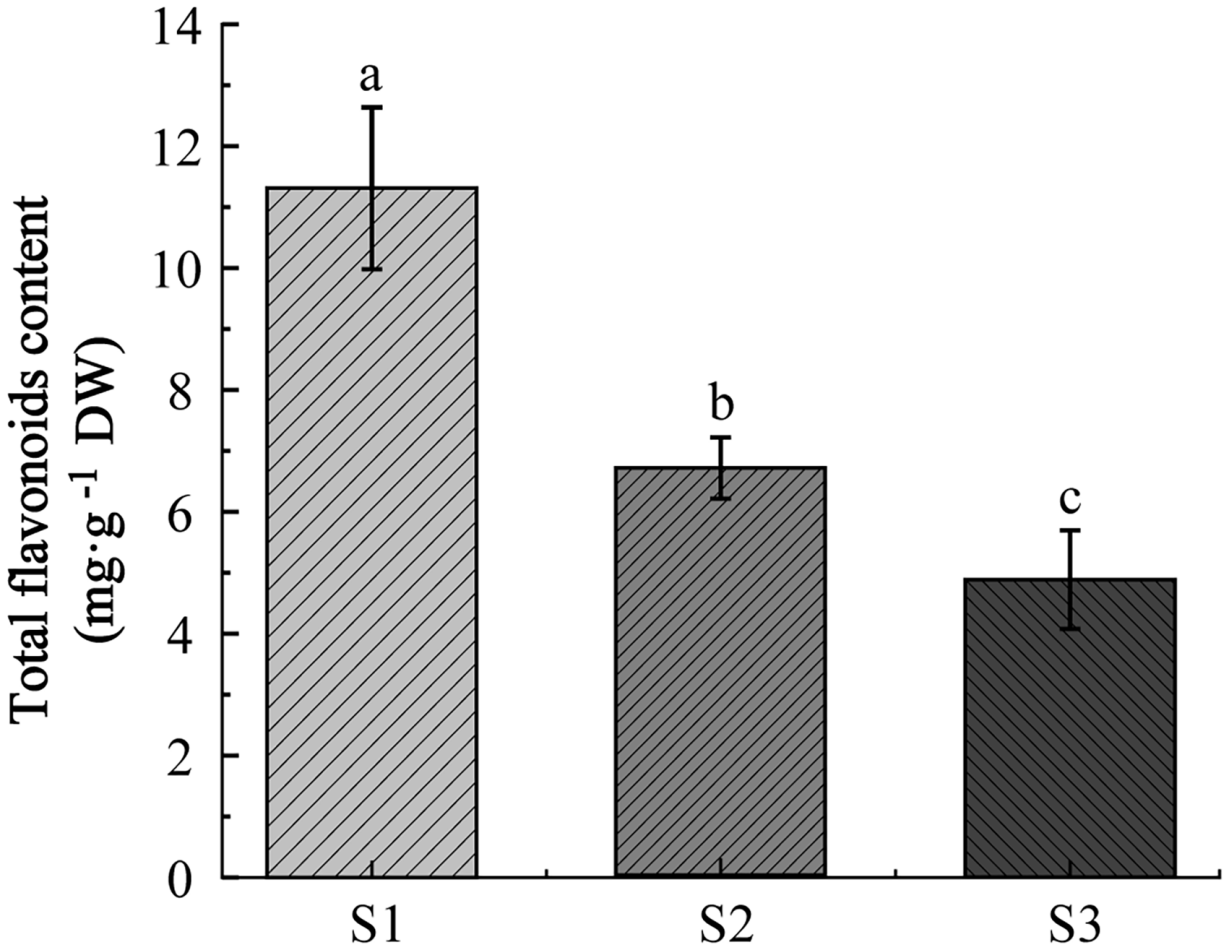
Determined the total content of flavonoids in chayote fruits at three storage stages (S1 ~ S3). Error bars represented ±SD. Different lower-case letters indicate a significant difference between group means (*p* < 0.05). S1, optimal harvest stage; S2, 15 days after storage; S3, 30 days after storage.

To further examine the dynamic changes of flavonoid compounds in chayote fruits during storage, untarget metabolite profiling was conducted through the UPLC-MS/MS system. A total of 57 flavonoid compounds, including 42 flavonoid glycosides, 3 O-methylated flavonoids, 2 flavans, 2 flavones, 1 isoflavonoid, 1 isoflavan, 3 isoflavonoid O-glycosides, 1 O-methylated isoflavonoid, 1 prenylated neoflavonoid, and 1 pyranoisoflavonoid, were identified in chayote fruits at three different storage periods (Figure 2; Table 1). Moreover, the principal component analyses (PCA) of metabolite accumulation levels in chayote fruits. Two principal components, PC1 (28.84%) and PC2 (54%), explained 82.84% of the variation in the metabolic profile (Figure 2A). The 18 samples were divided into three groups along PC1, indicating that the model was suitable. A weak correlation among the biological repetitions of the S3 stage and a clear separation among S1, S2, and S3 were observed based on PCA (Figure 2A). Visualization of the flavonoid profile was performed by hierarchical cluster analysis (HCA; Figure 2B). As shown in Figure 2B, the metabolite profiles were clustered into three clusters: clusters I, II, and III, and the results showed that the flavonoid compounds in chayote fruits were differentially accumulated distributed in the three periods (S1, S2, and S3) of chayote storage (Figure 2B). In cluster I, the flavonoid compounds in S2 stage of chayote storage was higher than that in S3 stage, and the flavonoids in S1 stage of chayote storage was not detected (Figure 2B). In cluster II, the flavonoid compounds in S1 stage was higher than that in S2 stage, and the content of flavonoids in S3 stage was relatively low (Figure 2B). In cluster III, the flavonoid compounds in S1 stage was significantly higher than that in S3 stage, and the content of flavonoids in S2 stage was relatively low (Figure 2B). In addition, the number of flavonoid compounds in S1 stage was higher than that in S2 stage, and the number of flavonoid compounds in S2 stage was higher than that in S3 stage (Figure 2B).

**Figure 2:**
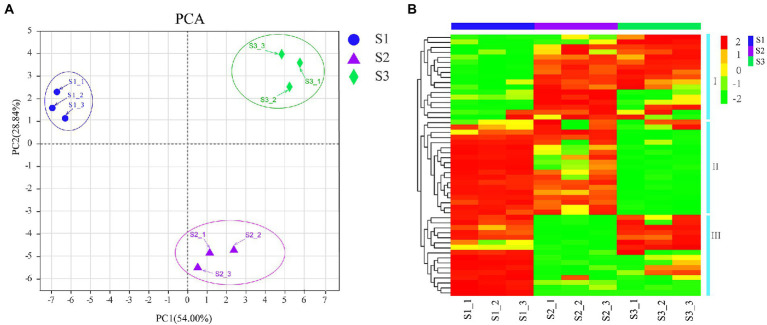
PCA and clustering heat map of flavonoid compounds. **(A)** PCA score plots; **(B)** Clustering heatmap were drawn with the relative contents of flavonoid compounds. Red and green colors represent the higher or lower content of flavonoid metabolites, respectively.

**Table 1:** Checklist of flavoniods and molecular features analyzed in this study.

Metab ID	Metab ID	Metabolite	Mass error	Subtype	S1	S2	S3
metab_8444	neg_614	Azaleatin 3-rutinoside	9.483114607	Flavonoid glycosides	2.14	2.12	2.11
metab_15484	neg_7654	Isopeonidin 3-rutinoside	−1.918581594	Flavonoid glycosides	3.41	3.21	2.43
metab_640	pos_641	Diosmin	9.483114607	Flavonoid glycosides	4.73	5.00	5.00
metab_7173	pos_7174	Hesperidin	9.483114607	Flavonoid glycosides	2.17	1.97	0.80
metab_10464	neg_2634	Negletein 6-[rhamnosyl-(1- > 2)-fucoside]	Mass Error	Flavonoid glycosides	2.20	1.95	1.57
metab_14725	neg_6895	Hesperetin 7-(2,6-dirhamnosylglucoside)	−0.680081424	Flavonoid glycosides	0.36	2.46	0.63
metab_648	pos_649	Glucoliquiritin apioside	9.483114607	Flavonoid glycosides	3.15	1.46	0.83
metab_6862	pos_6863	RHOIFOLIN	9.483114607	Flavonoid glycosides	3.69	3.60	3.62
metab_6944	pos_6945	Isovitexin	9.483114607	Flavonoid glycosides	2.25	2.23	2.70
metab_7064	pos_7065	3,8-Di-C-glucopyranosylapigenin	9.483114607	Flavonoid glycosides	3.32	2.81	2.83
metab_7120	pos_7121	Apigenin 7-[rhamnosyl-(1- > 2)-galacturonide]	9.483114607	Flavonoid glycosides	2.44	1.70	0.78
metab_2783	pos_2784	Diosmetin	9.483114607	O-methylated flavonoids	2.43	2.60	2.65
metab_6733	pos_6734	Kaempferol 3-alpha-D-glucoside	9.483114607	Flavonoid glycosides	0.78	1.59	2.02
metab_10472	neg_2642	Kaempferol 3-arabinofuranoside 7-rhamnofuranoside	Mass Error	Flavonoid glycosides	2.18	1.43	1.89
metab_10513	neg_2683	Kaempferol 3-O-glucosyl-(1- > 2)-rhamnoside	Mass Error	Flavonoid glycosides	3.03	2.55	2.63
metab_14970	neg_7140	KAEMPFEROL-7-O-GLUCOSIDE	−5.093366433	Flavonoid glycosides	0.86	2.14	2.42
metab_1205	pos_1206	Glycitein 7-O-glucuronide	0.003212067	Isoflavonoid O-glycosides	1.48	1.92	1.91
metab_1269	pos_1270	5,7-dihydroxy-2-phenyl-8-(3,4,5-trihydroxyoxan-2-yl)-4H-chromen-4-one	−0.943369701	Flavonoid glycosides	1.36	1.98	2.01
metab_2581	pos_2582	5,6,7-trihydroxy-8-(3-methylbut-2-en-1-yl)-4-phenyl-2H-chromen-2-one	9.483114607	Prenylated neoflavonoids	1.98	1.40	1.11
metab_2739	pos_2740	Ganoderic acid L	9.483114607	O-methylated isoflavonoids	1.17	1.86	1.47
metab_2750	pos_2751	Isorhamnetin 3-O-[b-L-rhamnofuranosyl-(1- > 6)-D-glucopyranoside]	9.483114607	Flavonoid glycosides	1.94	1.63	1.62
metab_5745	pos_5746	Lucidenic acid M	9.483114607	O-methylated flavonoids	1.74	1.33	0.46
metab_6431	pos_6432	5,4’-Dihydroxy-3,3′-dimethoxy-6:7-methylenedioxyflavone	9.483114607	O-methylated flavonoids	1.18	1.57	1.58
metab_6565	pos_6566	Naringin 6″-rhamnoside	9.483114607	Flavonoid glycosides	0.62	2.34	2.29
metab_6688	pos_6689	Cadabicine methyl ether	9.483114607	Flavonoid glycosides	1.38	0.81	0.84
metab_7028	pos_7029	6″-p-Coumaroylprunin	9.483114607	Flavonoid glycosides	1.68	0.93	2.05
metab_7120	pos_7121	Apigenin 7-[rhamnosyl-(1- > 2)-galacturonide]	9.483114607	Flavonoid glycosides	2.44	1.70	0.78
metab_7267	pos_7268	3,5,6-Trihydroxy-3′,4′,7-trimethoxyflavone 3-glucuronide	9.483114607	Flavonoid glycosides	1.93	0.10	0.33
metab_7269	pos_7270	4’-O-Methylkanzonol W	9.483114607	Pyranoisoflavonoids	2.57	2.14	0.93
metab_7512	pos_7513	Lathycarpin	9.483114607	Furanoisoflavonoids	2.42	2.25	2.62
metab_7519	pos_7520	Tricin 7-glucuronoside	9.483114607	Flavonoid glycosides	2.17	2.31	2.43
metab_8428	neg_598	Vestitone 7-glucoside	9.483114607	Isoflavonoid O-glycosides	2.14	1.66	1.35
metab_9622	neg_1792	Aspalathin	9.483114607	Flavones	1.77	2.38	1.85
metab_10237	neg_2407	(2R,3R)-3,3′,4′,7-Tetrahydroxyflavanone 7-O-alpha-L-Rhamnopyranoside	Mass Error	Flavonoid glycosides	2.32	2.22	2.32
metab_10380	neg_2550	6”-O-Malonylnaringin	Mass Error	Flavonoid glycosides	1.52	0.57	1.29
metab_10464	neg_2634	Negletein 6-[rhamnosyl-(1- > 2)-fucoside]	Mass Error	Flavonoid glycosides	2.20	1.95	1.57
metab_10481	neg_2651	Peonidin 3-sophoroside 5-glucoside	Mass Error	Flavonoid glycosides	1.32	1.25	1.46
metab_10538	neg_2708	4′-Methylliquiritigenin 7-rhamnoside	Mass Error	Flavonoid glycosides	1.73	1.80	2.50
metab_10647	neg_2817	Astilbin	−0.891811124	Flavonoid glycosides	1.15	1.40	0.62
metab_10685	neg_2855	Albanin H	−0.891811124	Flavones	1.32	2.42	1.38
metab_10774	neg_2944	Heteroflavanone C	−0.891811124	Flavans	0.92	1.46	1.02
metab_10826	neg_2996	Kanzonol G	−0.891811124	Isoflavans	1.71	1.21	0.60
metab_14140	neg_6310	6”-Caffeoylhyperin	−1.084405102	Flavonoid glycosides	1.78	2.21	2.16
metab_14662	neg_6832	Isorhamnetin 3-(6″-malonylglucoside)	−0.680081424	Flavonoid glycosides	0.60	1.71	1.67
metab_14666	neg_6836	6″-Malonylcosmosiin	−0.680081424	Flavonoid glycosides	2.66	2.96	2.92
metab_14725	neg_6895	Hesperetin 7-(2,6-dirhamnosylglucoside)	−0.680081424	Flavonoid glycosides	0.36	2.46	0.63
metab_15089	neg_7259	Lupiwighteone hydrate 7-glucoside	−1.892106637	Isoflavonoid O-glycosides	1.37	0.19	1.17
metab_15145	neg_7315	Demethyloleuropein	−1.884779898	Flavonoid glycosides	2.58	2.22	2.62
metab_15176	neg_7346	3′,5,6-Trihydroxy-3,4′,7,8-tetramethoxyflavone 3-glucoside	−1.884779898	Flavonoid glycosides	3.00	2.63	3.08
metab_9834	neg_2004	4 beta-(2-Aminoethylthio)epicatechin 3-gallate	9.483114607	Flavonoid glycosides	2.80	2.95	3.00
metab_15346	neg_7516	Isovitexin 2”-O-glucoside	3.827889426	Flavonoid glycosides	3.76	3.28	3.05
metab_15368	neg_7538	Taxifolin 3-arabinoside	8.672078042	Flavonoid glycosides	2.01	1.01	2.55
metab_15535	neg_7705	Aromadendrin 3,7-diglucoside	4.041258207	Flavonoid glycosides	3.54	3.19	2.85
metab_15591	neg_7761	Pelargonidin 3-rhamnoside	7.433091171	Flavonoid glycosides	1.39	1.11	0.39
metab_15297	neg_7467	Pelargonidin 3-sophoroside	−0.615696317	Flavonoid glycosides	1.58	0.79	0.49
metab_14871	neg_7041	Kaempferol 3-rhamnoside 7-xyloside	−0.680081424	Flavonoid glycosides	2.95	2.37	2.56
metab_15311	neg_7481	6″-(4-Carboxy-3-hydroxy-3-methylbutanoyl) hyperin	4.284782139	Flavonoid glycosides	1.43	1.30	2.07

### 3.2. Different concentration of flavonoids in chayote fruits during storage

To further compare the differential accumulation of flavonoids in chayote fruits at three different storage stages, the pairwise comparison analysis of flavonoids in S1, S2, and S3 stages of chayote storage (Figure 3). The comparative analysis between S1 and S2 showed that 24 and 11 flavonoid compounds were increased and decreased in S1 vs. S2, respectively (Figure 3A). The increased flavonoid compounds contained 20 flavonoid glycosides, 1 prenylated neoflavonoids, 1 pyranoisoflavonoids, 1 isoflavonoid O-glycosides and 1 furanoisoflavonoids, and the decreased flavonoid compounds included 9 flavonoid glycosides, 1 Isoflavonoid O-glycosides, 1 O-methylated flavonoids, 1 O-methylated isoflavonoids and 1 flavones (Supplementary Table S2). The differential flavonoid compounds between S1 and S3 showed that 25 flavonoid compounds (20 flavonoid glycosides, 1 isoflavans, 1 isoflavonoid O-glycoside, 1 O-methylated flavonoid, 1 prenylated neoflavonoid, and 1 pyranoisoflavonoid) and 15 flavonoid compounds (11 flavonoid glycosides, 1 furanoisoflavonoids, 1 isoflavonoid O-glycosides, 1 O-methylated flavonoids, and 1 O-methylated isoflavonoids) were upregualted and downregulated in S1 vs. S3, respectively (Figure 3B; Supplementary Table S3). The pairwise comparison analysis between S2 and S3 showed that 20 flavonoid compounds (15 flavonoid glycosides, 1 flavone, 1 isoflavans, 1 isoflavonoid O-glycoside, 1 O-methylated flavonoid, and 1 pyranoisoflavonoid) and 8 flavonoid compounds (7 flavonoid glycosides, 1 furanoisoflavonoids) were increased and decreased in S2 vs. S3, respectively (Figure 3C; Supplementary Table S4). Notably, 20, 23, and 29 differential flavonoid metabolites were both present in S1 vs. S2 and S2 vs. S3, S2 vs. S3 and S1 vs. S3, and S1 vs. S2 and S1 vs. S3, respectively. Moreover, 15 flavonoid compounds, including 12 flavonoid glycosides, 1 furanoisoflavonoids, 1 isoflavonoid O-glycosides, and 1 pyranoisoflavonoid, were present in all three comparison groups (Figure 3D; Supplementary Table S5). In addition, 69.2% (27), 79.5% (31), and 53.8% (21) of 42 flavonoid glycosides were differentially accumulated in S1 vs. S2, S1 vs.S3, and S2 vs.S3, respectively, suggesting that the reduction of flavonoid glycosides resulted in a decrease in flavonoid content during chayote fruit storage at room temperature.

**Figure 3:**
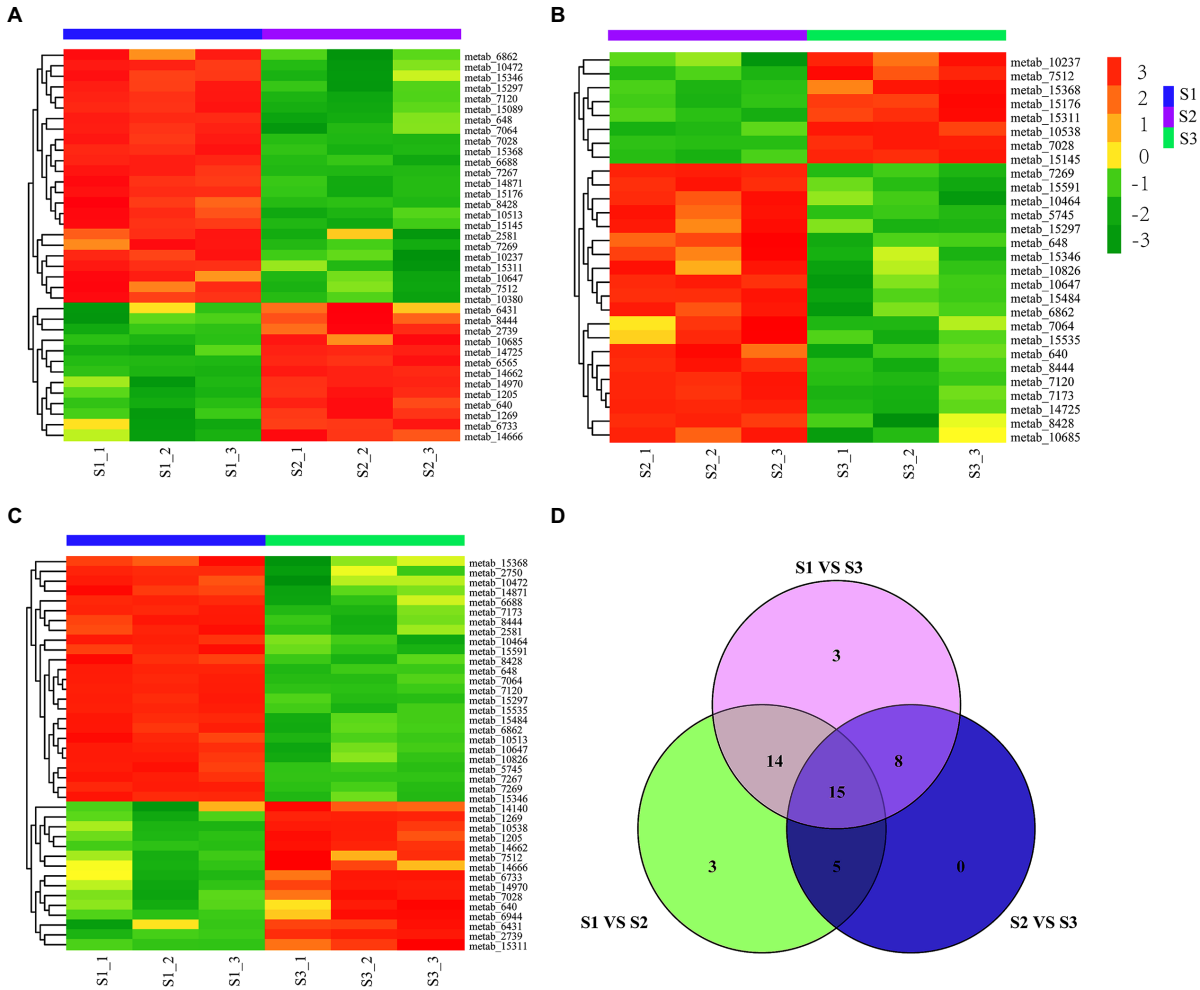
Differential flavonoid metabolites in chayote fruits during storage. **(A)** Differential in S1 vs. S2. **(B)** Differential flavonoid metabolites in S2 vs. S3. **(C)** Differential flavonoid metabolites in S1 vs. S3. **(D)** Venn diagram of differential flavonoid metabolites in different comparison groups. The red and green color in the plot represents higher and lower metabolite contents, respectively. S1, optimal harvest stage; S2, 15 days after storage; S3, 30 days after storage.

### 3.3. Transcriptome analysis of chayote fruits during storage

To clarify the molecular mechanisms involved in flavonoid synthesis in chayote fruits during storage, we constructed nine cDNA libraries from the same samples used for metabolic analysis and performed RNA-seq analysis. 

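Fruits of chayote (Sicyos edulis), a cucurbit vegetable, were sampled at the optimal harvest stage (S1), after 15 days of storage (S2) and after 30 days of storage (S3), with 3 libraries per stage as biological replicates. The 9 libraries hold a value for each of the same 57814 unigenes, which carry Trinity assembly identifiers and no gene names. The authors deposited FPKM, rounded to 2 decimals, from reads filtered with fastp, and the mapper and the counting tool are not given in the sources used here. The FPKM of all unigenes added up to between 868507 and 886010 in the S1 libraries, between 902834 and 914583 in S2 and between 801066 and 832808 in S3. No read counts per unigene are given. The values of unigenes with few reads move in steps of 1 read, and the size of these steps put the depth of the 9 libraries at 0.71 to 1.23 times that of S1 replicate 2. By this measure S1 replicates 1 and 3 had 0.793 and 0.773 times its depth, where the paper's mapped reads in Table 2 give 0.796 and 0.758. Stages were compared with limma on log2(FPKM + 1) over the 30201 unigenes with FPKM of at least 1 in at least 3 libraries. A unigene was called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold. Fold changes are differences of log2(FPKM + 1), which understate the change of unigenes with low values. Gene names were taken from Tables S1, S7, S8 and S9 alone. In simulated groups of 3 libraries, the same test called 47, 50 and 37 of 100 unigenes changed by a log2 fold of 1 between S1 and S2, S2 and S3, and S1 and S3. At a log2 fold of 2 it called 87, 85 and 88 of 100. No other unigenes were changed in a simulation, far fewer than were called in the files. The adjusted p is stricter there for that reason, and these shares do not carry over to the files.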

In this study, we totally achieved 470,430,862 raw reads and 465,666,530 clean reads. The Q30 percentage and average GC content were above over 93 and 46% for all libraries, respectively. Moreover, 84.62 to 86.76% of clean reads in each library were assembled to the reference genome for each library. 

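Unigenes with FPKM above 0 numbered 42932 ± 1349 (SD, n = 3) in S1, 43533 ± 1125 (SD, n = 3) in S2 and 40225 ± 103 (SD, n = 3) in S3. Every S3 library had fewer of them, 40109 to 40304, than every S1 and S2 library, of which the lowest had 41887. With 3 libraries against 3, chance separates a pair of stages, in either direction, in 10% of cases. Unigenes with FPKM of at least 1 numbered 27018 ± 428.5 (SD, n = 3) in S1, 26418 ± 585.6 (SD, n = 3) in S2 and 26772 ± 387 (SD, n = 3) in S3, and at that level the ranges of the stages overlapped. Of all unigenes, 707 were at 0 in every library and 27107 were above 0 in every library.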

A total of 57,814 unigenes were identified, with 26,742, 27,925, 27,534, 28,559, 29,222, 28,172, 27,956, 28,826, and 28,201 unigenes in each library (Table 2). This result indicated that the high quality of RNA-seq data can be suitable for subsequent analyses.

**Table 2:** Summary statistics of RNA-seq results in chayote fruits at three different storage stages.

Sample	Raw reads	Raw bases	Clean reads	Clean bases	Q30 (%)	GC content (%)	Mapped reads	Unigene
S1_1	46,660,132	7,045,679,932	46,123,892	6,818,399,529	94.3	46.2	39,807,196	26,742
S1_2	58,295,122	8,802,563,422	57,640,298	8,504,638,824	94.3	46.2	50,009,600	27,925
S1_3	44,777,442	6,761,393,742	44,282,274	6,532,048,804	94.4	46.0	37,930,180	27,534
S2_1	67,316,602	10,164,806,902	66,557,990	9,815,349,303	94.2	46.1	56,945,070	28,559
S2_2	47,413,054	7,159,371,154	46,847,124	6,905,042,899	93.8	45.9	39,767,366	29,222
S2_3	53,269,952	8,043,762,752	52,673,966	7,829,079,828	93.6	45.9	44,573,538	28,172
S2_1	51,124,548	7,719,806,748	50,685,390	7,549,027,732	95.8	45.8	43,317,136	27,956
S2_2	45,091,272	6,808,782,072	44,768,820	6,656,801,371	95.8	45.7	38,182,204	28,826
S2_3	56,482,738	8,528,893,438	56,086,776	8,369,322,866	95.7	45.9	47,621,380	28,201

In order to explore the DEGs in chayote fruits during storage, we performed the correlation coefficients and gene expression clustering among the samples from different biological replicates. 

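More unigenes were called from S2 to S3 than from S1 to S2, though whether the stages were sequenced together is not given. Of the tested unigenes, 5570 rose and 5108 fell from S2 to S3 without a call from S1 to S2, while 599 rose and 1432 fell in the first 15 days without a call in the second. Unigenes called in both steps numbered 3375, of which 1281 rose and then fell, 1167 fell and then rose, 306 rose in both steps and 621 fell in both steps. The remaining 14117 were called in neither step. TRINITY_DN765_c0_g1, to which the tables give no name, fell from 255 ± 224 FPKM in S1 to 0.253 ± 0.0586 in S2 and rose to 297 ± 124 in S3 (SD, n = 3; adjusted p = 2.17e-04 and 1.92e-05). The flavonol synthase gene SeFLS1 and the UDP-glycosyltransferase gene SeUGT3 were among the unigenes that fell in both steps. Calls were made with limma in each step. Both steps use the S2 libraries, which were not split between the steps, since 1 step would have kept a single library of the 3. Independent lists would give 507 unigenes that rise and then fall, 751 that fall and then rise, 510 that rise in both steps and 747 that fall in both. The covariance of the folds of the steps was -0.298 and averaged -0.072 in 20 simulations of unchanged groups, in which at most 0 unigenes were called in both. Groups without any change leave little to call at an adjusted p. This 0 therefore sets no limit on how many of the 3375 joint calls come from the shared libraries. At an unadjusted p under 0.05, the simulations called 3 to 13 unigenes in the same direction in both steps and 340 to 404 in opposite directions, so part of the opposite calls may come from the shared libraries. The 3375 joint calls became 1540, 1508 and 1643 without S2 replicate 1, 2 and 3, 1518 with an absolute log2 fold of at least 1, and 1228 at an adjusted p under 0.01.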

The k-means method was used to group 57,814 unigenes into eight different clusters, suggesting that the DEGs were differentially expressed in chayote fruit samples at different storage stages (Figure 4). 

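Libraries of the S1, S2 and S3 fruits resembled the other libraries of their own stage more than those of any other stage. Pearson's r of log2(FPKM + 1) between replicates was 0.927 to 0.952 in S1, 0.951 to 0.958 in S2 and 0.905 to 0.922 in S3. Between S1 and S2 libraries it was 0.898 to 0.925, between S2 and S3 libraries 0.810 to 0.830, and between S1 and S3 libraries 0.794 to 0.838. The 10 most abundant unigenes took 8.45 to 10.05% of the FPKM total in S1 libraries, 12.1 to 13.3% in S2 and 4.99 to 6.49% in S3. These correlations are across unigenes, which are not independent replicates, and carry no p. On FPKM without the log the lowest value between replicates was 0.855, and Spearman's rho was 0.762 at the lowest.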

Gene expression correlations among different biological replicates were higher than 0.85 (Figure 5B), implying that biological replicates were completely distinguishable, and identification of DEGs has been performed based on the RNA-seq data. Thus, 4,326 (1,761 up-and 2,565 down-regulated), 10,707 (4,647 up-and 6,060 down-regulated), and 10,666 (4,748 up-and 5,918 down-regulated) DEGs were found in S1 vs. S2, S2 vs. S3, and S1 vs. S3, respectively (Figure 5A).

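After 15 days of storage 2186 unigenes were higher and 3220 lower than at harvest, 5406 in all. From day 15 to day 30 of storage 14053 unigenes changed, 7043 of them upwards and 7010 downwards. Between harvest and day 30, 6677 rose and 7669 fell, 14346 in all. TRINITY_DN12312_c1_g1 averaged 3627 ± 1701 FPKM in S1, 1791 ± 193 in S2 and 0.267 ± 0.287 in S3 (SD, n = 3), a log2 fold of -11.39 from S1 to S3 (standard error 0.33, adjusted p = 2.77e-07). TRINITY_DN10456_c2_g1, with 1661 ± 330 FPKM in S1 and 3140 ± 345 in S2, and TRINITY_DN32452_c1_g1, with 6823 ± 4015 in S1 and 2737 ± 584 in S2 (SD, n = 3), are listed at 0 in each S3 library, so no fold is given. TRINITY_DN36274_c0_g1 fell by 6.92 on the log2 scale from S1 to S2 (standard error 0.76, adjusted p = 0.001), from 498 ± 547 to 1.75 ± 0.83 FPKM, and averaged 0.923 ± 1.12 in S3 (SD, n = 3). These 4 unigenes are not paired with names in the sources used here. With an absolute log2 fold of at least 1 as well, 2861 unigenes were called between S1 and S2 (1178 higher), 8332 between S2 and S3 (3874 higher) and 8662 between S1 and S3 (3782 higher). Every library of one stage lay above every library of the other for 38.3%, 59.5% and 52.9% of tested unigenes in S1 and S2, S2 and S3, and S1 and S3, where chance gives 10%. After quantile normalization, 2743 unigenes were higher and 2590 lower in S2 than in S1. The 5406 calls became 3392 without S1 replicate 2, 2674, 2633 and 2976 without S2 replicates 1, 2 and 3, and 2244 at an adjusted p under 0.01.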

**Figure 4:**
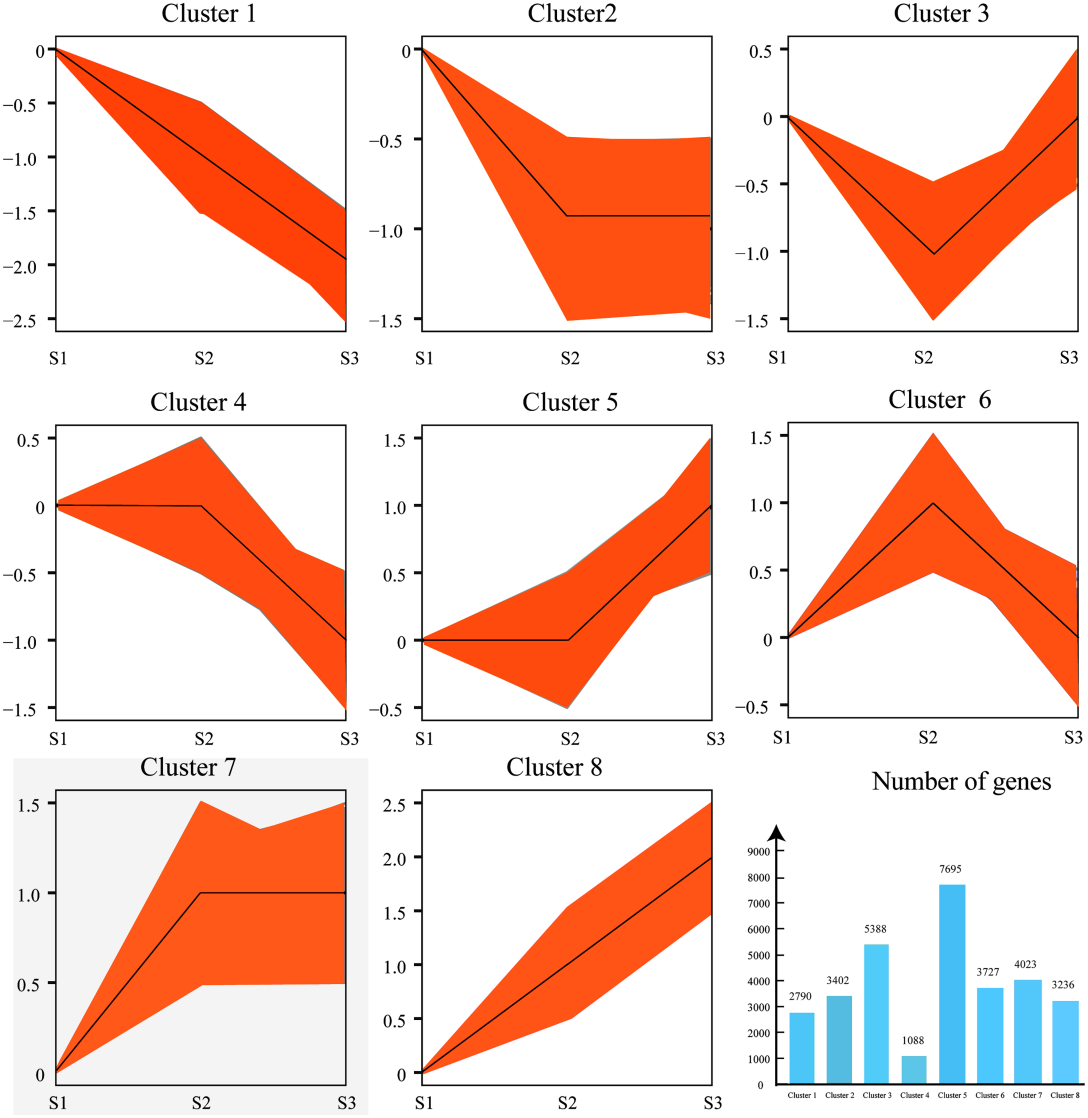
Clustering of gene expression profiles from chayote fruits during storage. The k-means method was used to perform the cluster analysis of gene expression profiles. The number of DEGs in each cluster. The *X*-axis and *Y*-axis represent the different samples and normalized FPKM of DEGs.

**Figure 5:**
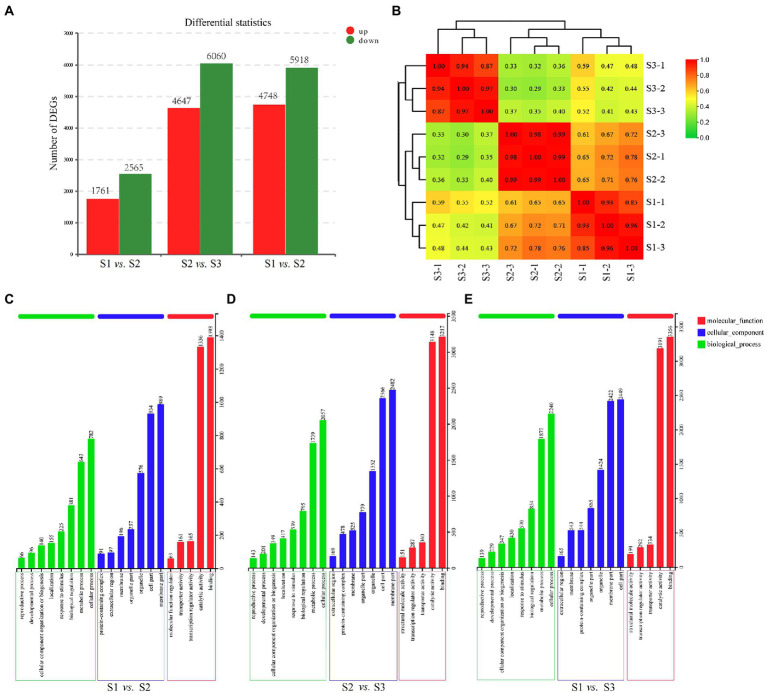
Transcriptome analysis for the fruits at the different developmental stages. **(A)** The number of DEGs in different comparison groups. **(B)** Relationship of RNA-seq. **(C)** GO enrichment analysis of DEGs in S1 vs. S2. **(D)** GO enrichment analysis of DEGs in S2 vs. S3. **(E)** GO enrichment analysis of DEGs in S1 vs. S3.

To investigate the function of the DEGs, Blast-GO was used to perform GO-term enrichment analysis. 8,726 DEGs (S1 vs. S2), 21,554 DEGs (S2 vs. S3), and 22,460 DEGs (S1 vs. S3), were classified into 20 function categories including 8 biological process (BP), 7 cellular component (CC), and 5 molecular function (MF; Figures 5C–E). In biological processes, the most abundant term is the cellular process, followed by the metabolic process. For the cellular component categories, the greatest abundant terms are the cell part and the membrane part. Under the molecular component categories, binding and catalytic activity were the most representative terms.

The metabolic pathways of the DEGs were identified using the KEGG enrichment analysis. In present study, 1,091 (S1 vs. S2), 2,877 (S2 vs. S3), and 2,863 (S1 vs. S3) DEGs were assigned to 126, 140, and 140 KEGG pathways, respectively (Figure 6). Among them, 16, 11, and 5 significantly enriched pathways were identified with a *p* value of <0.05 (Figure 6). Notablely, the most highly enriched pathways in S1 vs. S2 and S1 vs. S3 were phytohormones signal transduction (ko04075) and phenylpropanoid synthesis (ko00940; Figures 6A, B). In addition, the significantly enriched pathways from S1 vs. S2, S2 vs. S3, and S1 vs. S3 were further grouped into 5 categories: cellular processes, environmental information processing, genetic information processing, metabolism and organismal systems (Figures 6A–C). Among these categories, the metabolism category contained the most abundant pathways. The top three most abundant KEGG pathways of DEGs from S1 vs. S2 in the metabolism category were involved in phytohormones signal transduction pathway (ko04075, 87 genes), phenylpropanoid synthesis pathway (ko00940, 52 genes), and MAPK signaling pathway (ko04016, 36 genes; Figure 6A; Supplementary Table S6). In S2 vs. S3, DEGs were most highly enriched in phytohormones signal transduction pathway (ko04075, 156 genes), phenylpropanoid synthesis pathway (ko00940, 80 genes), and amino sugar and nucleotide sugar metabolism pathway (ko00520, 74 genes; Figure 6B; Supplementary Table S6). In pairwise comparison of S1 vs. S3, phytohormones signal transduction (ko04075, 146 genes) and phenylpropanoid synthesis (ko00940, 88 genes) were the most highly enriched pathways (Figure 6C; Supplementary Table S6).

**Figure 6:**
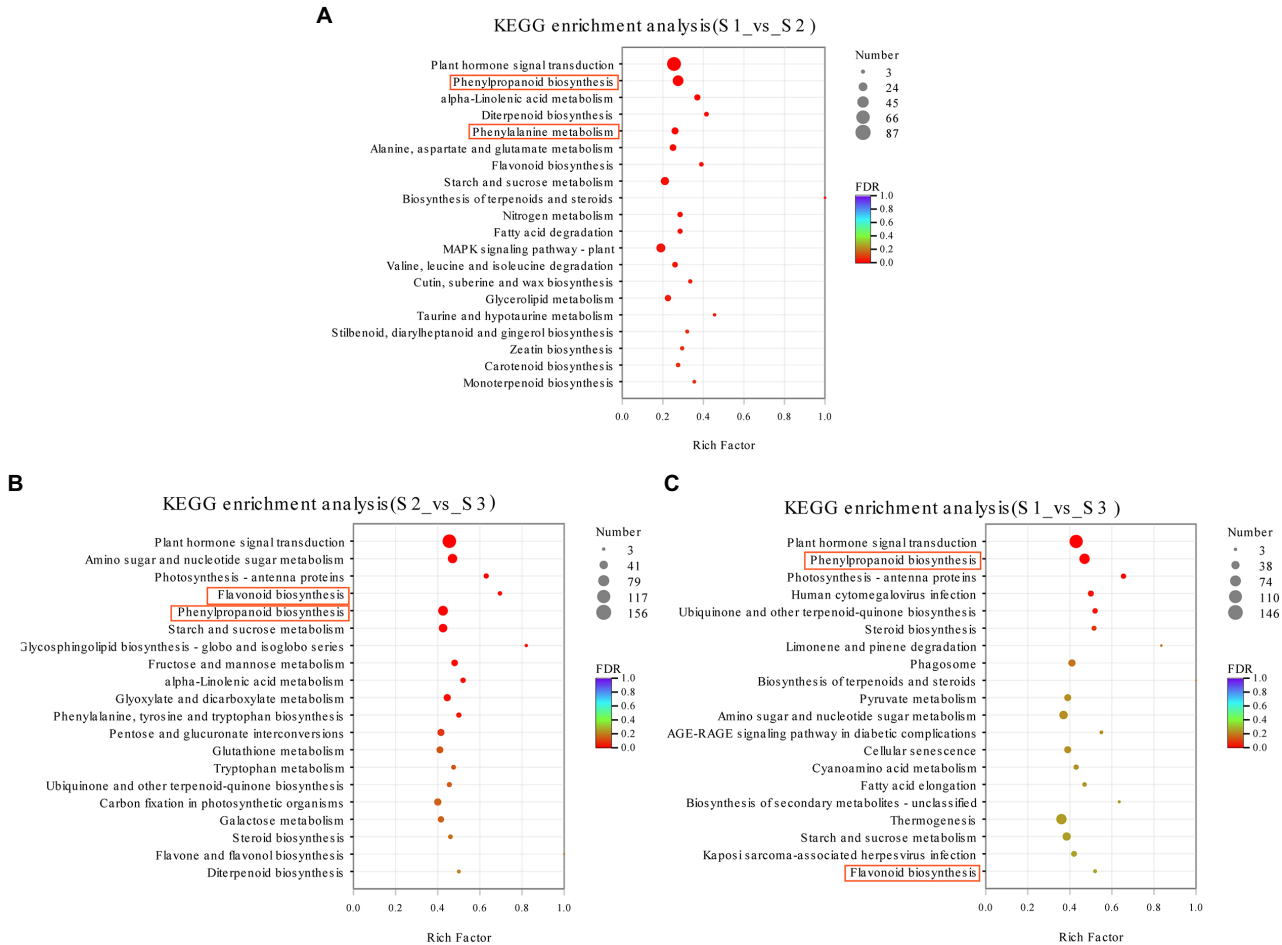
Significantly enriched KEGG pathway of all DEGs. **(A)** Pathway enrichment analysis of DEGs in S1 vs. S2 using the KEGG repository. **(B)** Pathway enrichment analysis of DEGs in S2 vs. S3 using the KEGG repository. **(C)** Pathway enrichment analysis of DEGs in S1 vs. S3 using the KEGG repository (*p* < 0.05).

DEGs encoding key enzymes involved in flavonoid synthesis were detected based on the gene functional annotation and KEGG enrichment analysis. In present study, a total of 95 DEGs, including 16 *PAL* genes, two *C4H* genes, 16 *4CL* genes, two *CHS* gene, one *DFR* gene, one *F3H* gene, two *FNSI* genes, three *FLS* genes, five *IFR* genes and 47 *UGTs* were found in S1 vs. S2 and S2 vs. S3 (Figure 7A; Supplementary Table S7). Among them, 4 *PAL*, 1 *C4H*, 3 *4CL*, 1 *CHS*, 1 *DFR*, 1 *F3H*, 1 *FNSI*, 1 *FLS*, 2 *IFR*, and 4 *UGT* were significantly increased in S1 vs. S2 and S2 vs. S3 (Figure 7B; Supplementary Table S8). In addition, a total of 47 differentially expressed *UGT* genes were found in S1 vs. S2 and S2 vs. S3 (Figure 7A; Supplementary Table S7). Among them, four *UGT* genes were significantly increased in S1 vs. S2 and S2 vs. S3, respectively (Figure 7B).

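The enzymes of this list lead from phenylalanine (PAL, C4H and 4CL) through chalcone synthase (CHS) to flavonoids and their glycosides (UGT). Among the 12 tested PAL unigenes, 4 were lower in S3 than in S1. Of 11 tested 4CL unigenes, 3 were higher and 5 lower in S3 than in S1, and of 5 IFR (isoflavone reductase) unigenes, 3 were lower. FLS, which makes flavonols, had 2 unigenes higher and 1 lower in S3 than in S1. The F3H (flavanone 3-hydroxylase) unigene was lower in S3, 1 of 2 CHS unigenes and 1 of 2 FNSI (flavone synthase I) unigenes were lower, and the single DFR (dihydroflavonol 4-reductase) unigene was not called. Over the whole list 19 unigenes rose and 39 fell from S1 to S2, 29 rose and 26 fell from S2 to S3, and 17 were higher and 36 lower in S3 than in S1, out of 84 tested with limma. The study chose the list on these samples, so the counts are not independent evidence of a direction, and adjusted over the list alone they were 21 and 41, 31 and 26, and 17 and 38. Table S7 gives no identifiers, and 91 of its 95 genes were matched to exactly 1 unigene whose 9 values were equal to 2 decimals. The values of 72 of these stand under the same stages in the table and in the files, and those of 19 stand under other stages. In the 66 tested of the 72, 19 rose and 29 fell from S1 to S2, 29 rose and 19 fell from S2 to S3, and 17 were higher and 22 lower in S3 than in S1. With all unigenes under the stages of Table S7, 28 rose and 31 fell from S1 to S2, 32 rose and 29 fell from S2 to S3, and 21 were higher and 25 lower in S3 than in S1, among them 3 higher and 2 lower for 4CL, 3 higher and 0 lower for FLS and 0 lower for CHS. Both of these alternatives were chosen after seeing the data. For the 58 of the 72 with mean FPKM of at least 5, the median SD of log2(FPKM + 1) between replicates was 0.12 in S1, 0.27 in S2 and 0.35 in S3, against 0.24, 0.10 and 0.19 in 16026 unigenes outside the lists.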

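Of the 19 unigenes that Table S8 lists as increased in S1 vs. S2 and in S2 vs. S3, 12 were lower in S2 than in S1, 8 were lower in S3 than in S2 and 17 were lower in S3 than in S1. The means of all 19 in Table S8 fall along storage too, so increased goes there with higher in the earlier stage. SeFLS1 (TRINITY_DN13123_c0_g1), which encodes a flavonol synthase, averaged 351 ± 54.5 FPKM in S1, 180 ± 10.2 in S2 and 18.2 ± 2.48 in S3 (SD, n = 3). Its log2 fold from S1 to S3 was -4.19 (standard error 0.14, adjusted p = 5.65e-07). SePAL1 (TRINITY_DN1395_c0_g2), a phenylalanine ammonia-lyase gene, fell by 3.57 on the log2 scale between S1 and S3 (standard error 0.64, adjusted p = 0.0021). SeC4H1 (TRINITY_DN2847_c0_g1), the cinnamate-4-hydroxylase gene of the list, averaged 205 ± 91.3 FPKM in S1 and 34.5 ± 2.92 in S3 (SD, n = 3; adjusted p = 0.0017). The isoflavone reductase gene SeIFR2 (TRINITY_DN9432_c0_g2) and the flavone synthase gene SeFNSI1 (TRINITY_DN3320_c0_g1) fell from S1 to S3, with log2 folds of -3.44 and -2.84 (standard errors 0.32 and 0.29, adjusted p = 7.46e-05 and 1.23e-04). SePAL3 (TRINITY_DN5659_c0_g2, adjusted p = 0.38) and SeDFR (TRINITY_DN7751_c0_g1, adjusted p = 0.06) were not called between S1 and S3, although SeDFR had an adjusted p of 0.0049 without S2 replicate 1 and 0.019 without S2 replicate 2, within 0.0035 to 0.14 over all alternatives. The list was chosen by the study on these samples and is not independent evidence of its direction, and adjusted over the list alone 14, 8 and 18 unigenes were lower. The 12 between S1 and S2 became 6 without S2 replicate 2, 7 without S2 replicate 3 and 5 at an adjusted p under 0.01. SePAL4 (TRINITY_DN1395_c0_g1) was not matched to Table S7, since the files hold its 9 values for 2 unigenes, with S1 and S2 exchanged between them. Table S7 gives the values of 16 of the 18 matched unigenes under other stages than the files. Under its stages, an alternative chosen after seeing the data, 9 were higher and 4 lower in S2 than in S1, 3 higher and 11 lower in S3 than in S2, and 4 higher and 6 lower in S3 than in S1.

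**Figure D1:**
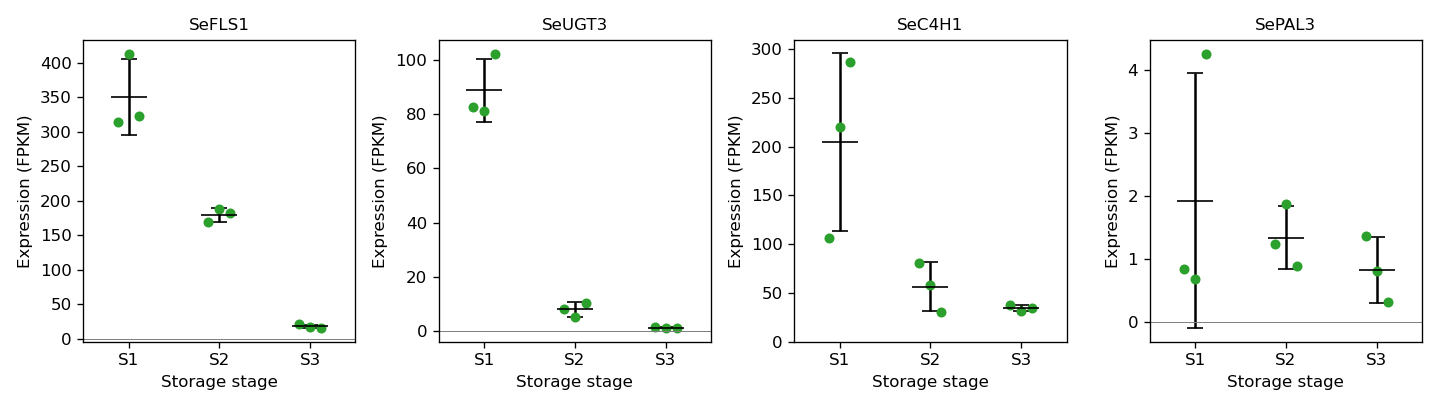
FPKM (y axis) of SeFLS1, SeUGT3, SeC4H1 and SePAL3 in the S1, S2 and S3 libraries (x axis), with the stages as the files give them; points are libraries, lines are means and bars are SD (n = 3). Every S1 library of SeFLS1, SeUGT3 and SeC4H1 lies above every S3 library, and the libraries of SePAL3 overlap.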

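UGTs transfer sugars from UDP-sugars to flavonoids and other acceptors. Of the 46 matched UGT unigenes, 14 rose and 25 fell from S1 to S2, 22 rose and 14 fell from S2 to S3, and 12 were higher and 19 lower in S3 than in S1. SeUGT12 of Table S8 (TRINITY_DN20994_c0_g1) averaged 1.63 ± 0.539 FPKM in S1, 15.9 ± 10.6 in S2 and 17.8 ± 9.26 in S3 (SD, n = 3), a log2 fold of 2.74 from S1 to S3 (standard error 0.46, adjusted p = 0.0015). SeUGT43 of Table S7 (TRINITY_DN1592_c0_g4) rose from 10.3 ± 0.195 FPKM in S1 to 26.3 ± 5.53 in S3 (SD, n = 3; adjusted p = 2.45e-04). These UGTs were picked by the study on the same libraries, so the counts are not independent evidence, and adjusted over the list alone they were 15 and 25, 23 and 14, and 12 and 21. Calls are at an adjusted p from limma. Under the stages of Table S7, an alternative chosen after seeing the data, 17 rose and 23 fell from S1 to S2. From S2 to S3, 22 then rose and 13 fell, and 15 were higher and 16 lower in S3 than in S1.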

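SeUGT2 (TRINITY_DN1817_c0_g1) averaged 457 ± 231 FPKM in S1, 117 ± 57.2 in S2 and 22.3 ± 6.13 in S3 (SD, n = 3), and its log2 fold from S1 to S3 was -4.22 (standard error 0.42, adjusted p = 9.96e-05). SeUGT3 (TRINITY_DN11664_c0_g1) had 88.7 ± 11.8, 7.99 ± 2.68 and 1.27 ± 0.115 FPKM in the S1, S2 and S3 fruits (SD, n = 3). It fell by 3.36 on the log2 scale in the first step (standard error 0.22, adjusted p = 1.41e-04) and by 1.94 in the second (standard error 0.22, adjusted p = 1.95e-04). SeUGT1 (TRINITY_DN36036_c0_g1) fell from 24 ± 3.02 FPKM in S1 to 3.13 ± 1.43 in S3 (SD, n = 3; adjusted p = 9.08e-04). SeUGT4 (TRINITY_DN8312_c0_g1) fell from 220 ± 7.19 to 129 ± 4.85 FPKM (SD, n = 3; adjusted p = 0.0025), a log2 fold of -0.77, which an absolute log2 fold of at least 1 does not call. All adjusted p values are from limma. Names are those of Table S8. Table S7 calls SeUGT2, SeUGT3 and SeUGT4 by the names SeUGT6, SeUGT17 and SeUGT37 and gives them under other stages, and with those stages the fold from S1 to S3 was 2.27, 1.94 and 0.59, an alternative chosen after seeing the data.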

**Figure 7:**
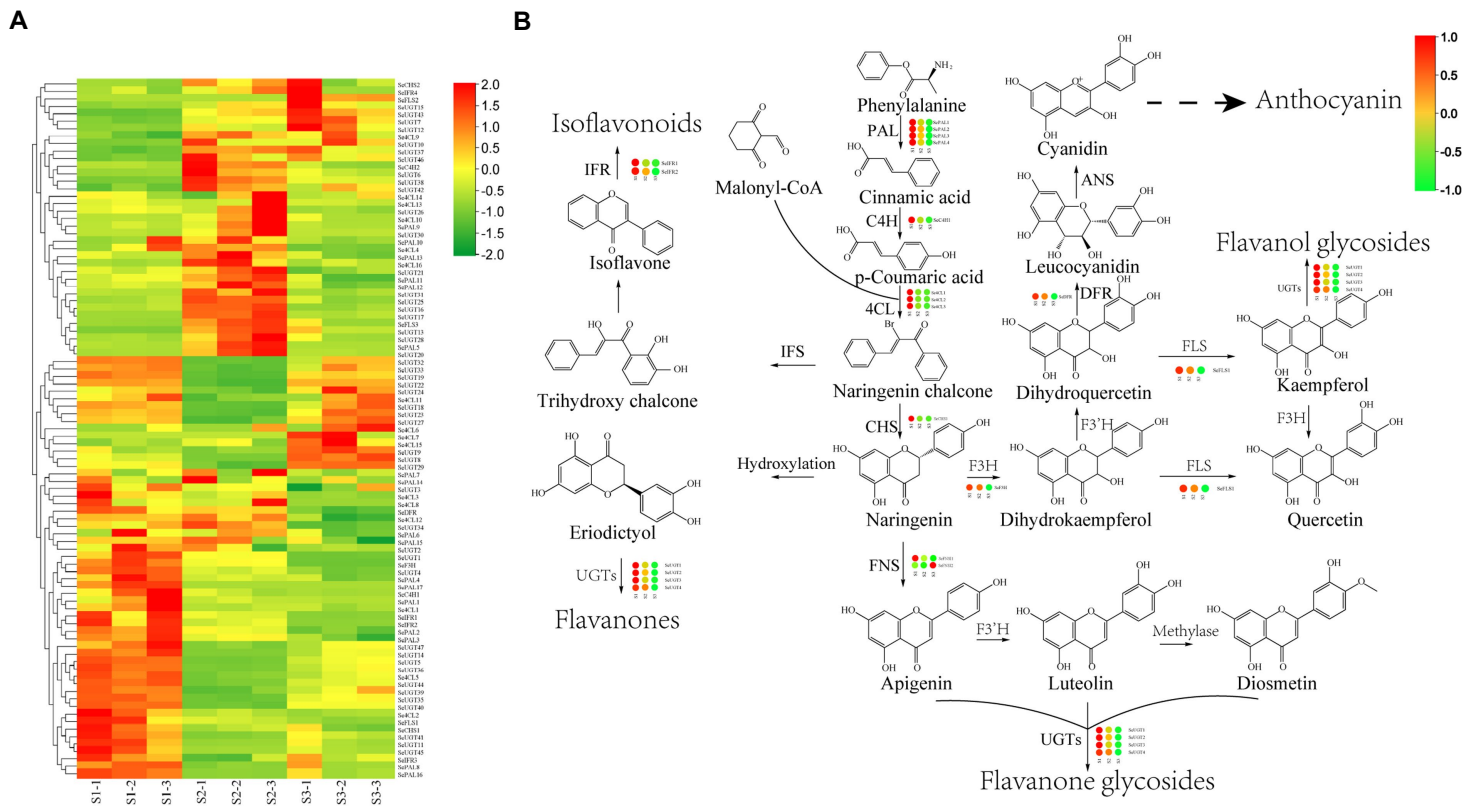
Identification of DEGs encoding the key enzymes associated with flavonoids synthesis**. (A)** Heatmap showing the expression of DEGs in chayote fruits at three different storage stages. **(B)** Expression profiles of DEGs involved in the flavonoid synthesis pathway. Upregulated (red) and downregulated (green) genes are indicated.

Previous studies demonstrated that MYB and bHLH TFs played important roles in regulating flavonoid synthesis (35, 36). In addition, the WRKY, bZIP, and Dof TFs had been reported to be involved in the regulation of flavonoid synthesis and metabolism (37–39). Thus, these five class TFs, including 45 MYB, 33 bHLH, 25 WRKY, 20 bZIP, and 22 Dof TFs, were identified and differentially expressed in at least one comparison group (Supplementary Table S9). Among them, 12 MYB, 8 bHLH, 1WRKY, 6 bZIP, and 2 Dof TFs were significantly increased in S1 vs. S2 and S2 vs. S3, which were consistent with the expression patterns of structural genes involved in flavonoid synthesis (Supplementary Table S10). In contrast, the expression pattern of 12 MYB, 6 bHLH, 9 WRKY, 5 bZIP, and 6 Dof TFs was opposite to that of structural genes involved in flavonoid synthesis, which were down-regulated in S1 vs. S2 and S2 vs. S3 (Supplementary Table S8).

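MYB and bHLH factors act together on flavonoid genes in many plants. Of the 45 MYB unigenes of the list, 22 were higher and 18 lower in S3 than in S1, and of the 33 bHLH unigenes 8 were higher and 15 lower. WRKY unigenes numbered 25, of which 12 were higher and 5 lower in S3 than in S1, and of 19 tested bZIP unigenes 7 were higher and 10 lower. The 22 Dof entries hold 14 different unigenes, 4 of them higher and 6 lower in S3. Over the 5 families together, of 136 tested unigenes 34 rose and 25 fell from S1 to S2, 50 rose and 62 fell from S2 to S3, and 53 were higher and 54 lower in S3 than in S1, at an adjusted p from limma. The study chose these factors on these samples, so the counts are not independent evidence, and adjusted over the list alone they were 40 and 28, 53 and 62, and 56 and 56. In the 119 of these unigenes with mean FPKM of at least 5, the median SD of log2(FPKM + 1) between replicates was 0.17 in S1, 0.41 in S2 and 0.29 in S3. The 59 calls between S1 and S2 became 37 and 38 without S2 replicates 1 and 2, and 36 at an adjusted p under 0.01.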

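Of the 29 factors that Table S8 lists as increased in both comparisons, 14 were lower in S2 than in S1, 23 lower in S3 than in S2 and 27 lower in S3 than in S1. Their means in Table S8 fall along storage too, so increased goes there with higher in the earlier stage. Among its 12 MYBs, 11 were lower in S3 than in S1, with the largest fall for FSG0083540 (TRINITY_DN35951_c0_g1), from 105 ± 9.51 FPKM in S1 to 8.21 ± 2.55 in S2 and 0.197 ± 0.171 in S3 (SD, n = 3). Its log2 fold from S1 to S3 was -6.48 (standard error 0.21, adjusted p = 4.22e-07). FSG0047650 (TRINITY_DN4220_c0_g1), another MYB, had a log2 fold of -4.72 (standard error 0.29, adjusted p = 7.90e-06). All 8 bHLHs were lower in S3 than in S1, among them FSG0002660 (TRINITY_DN34540_c0_g1), with 186 ± 56.2 FPKM in S1 and 0.987 ± 0.893 in S3 (SD, n = 3; adjusted p = 8.77e-04). The WRKY FSG0141310 (TRINITY_DN8546_c0_g2), 5 of 6 bZIPs and both Dofs were also lower in S3. FSG0107630, the identifier of a Dof here, also stands for a unigene of the decreased group, which rose. The bZIP FSG0254550 (TRINITY_DN766_c1_g1) had 182 ± 12.7 FPKM in S1 and 114 ± 43.4 in S3 (SD, n = 3; adjusted p = 0.2), and the bZIP FSG0035590 (TRINITY_DN11492_c0_g3), with 3.63 ± 0.873 FPKM in S1, is listed at 0 in each S3 library. The study chose these factors on these samples, which gives no independent evidence of their direction, and adjusted over the list alone 17, 23 and 28 were lower. The 14 between S1 and S2 became 9 without S1 replicate 2, without S1 replicate 3, with a pseudocount of 0.01 and at an adjusted p under 0.01, and 6 with an absolute log2 fold of at least 1. The identifiers FSG0254550 and FSG0035590 stand for 4 and 2 unigenes in Tables S8 and S9, and the values are those of the unigenes named. Of the other unigenes of FSG0254550, TRINITY_DN13882_c0_g7 and TRINITY_DN773_c0_g1 rose from S1 to S3, with log2 folds of 1.15 and 2.76 (adjusted p = 0.0079 and 5.91e-04), and TRINITY_DN766_c0_g1 fell by 0.72 on the log2 scale (adjusted p = 0.021). TRINITY_DN773_c0_g1 also carries the Dof identifier FSG0179110 and is counted among the Dofs of the decreased group. The other unigene of FSG0035590, TRINITY_DN11492_c0_g1, had 0.76 ± 0.34 FPKM in S1, 16.4 ± 1.89 in S2 and 0.08 ± 0.05 in S3 (SD, n = 3). Calls were made with limma, and these unigenes belong to Table S9, whose replicate SD was smallest in S1. Whether other stage labels explain that SD could not be settled for the list.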

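The 38 entries that Table S8 lists as decreased hold 35 unigenes, since 6 Dof entries stand for 3. Of these 35, 7 were higher in S2 than in S1, 28 higher in S3 than in S2 and 33 higher in S3 than in S1. Their means in Table S8 rise along storage too, so decreased goes there with lower in the earlier stage. The Dof FSG0218970 (TRINITY_DN10329_c0_g2) rose from 0.1 ± 0.173 FPKM in S1 and 1.02 ± 1.41 in S2 to 149 ± 43 in S3 (SD, n = 3), a log2 fold of 7.07 from S1 to S3 (standard error 0.43, adjusted p = 7.95e-06). Of 12 MYBs, 11 were higher in S3 than in S1, among them FSG0250900 (TRINITY_DN28179_c0_g1), with a log2 fold of 5.05 (standard error 0.52, adjusted p = 1.19e-04). Of 9 WRKYs, a family known from defence and senescence, 8 were higher in S3 than in S1, such as FSG0220320 (TRINITY_DN6773_c1_g1) with 1.86 ± 0.858 FPKM in S1 and 84.1 ± 39.5 in S3 (SD, n = 3; adjusted p = 1.23e-04). FSG0124210 (TRINITY_DN3781_c0_g2), also a WRKY, had a log2 fold of 4.48 (standard error 0.62, adjusted p = 5.40e-04), while FSG0039260 (TRINITY_DN10216_c0_g2) had an adjusted p of 0.054, which was 0.032 without S2 replicate 1 and 0.0078 without S3 replicate 1, within 0.0078 to 0.16 over all alternatives. All 6 bHLHs, all 5 bZIPs and all 3 Dofs were higher in S3 than in S1. The Dof identifier FSG0107630 stands in both groups of Table S8. Its unigene TRINITY_DN10628_c0_g1 is among these 3 (log2 fold 2.82 from S1 to S3, adjusted p = 0.0024). Its unigene TRINITY_DN7691_c1_g1 is in the increased group and fell by 1.52 on the log2 scale (adjusted p = 4.74e-04). This list too was drawn up by the study from these libraries and is not independent evidence, and adjusted over the list alone 7, 31 and 34 unigenes were higher. The 7 between S1 and S2 became 4 without S1 replicate 1, S1 replicate 2 or S3 replicate 2, without the low-value filter and at an adjusted p under 0.01. The test was limma's, and these unigenes belong to Table S9, whose 119 unigenes with mean FPKM of at least 5 had together their smallest replicate SD in S1. Whether other stage labels explain that SD could not be settled for the list.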

### 3.4. Verification of DEGs involved in flavonoid synthesis using qRT-PCR

To further verify the accuracy of RNA-seq data, a total of 18 DEGs, including 13 structural genes (1 *PAL*, 1 *C4H*, 1 *4CL*, 1 *CHS*, 1 *F3H*, 2 *FNSI*, 1 *FLS*, 1 *IFR*, 2 *UGT*, 1 *DFR*, 1 *IFR*) and 5 TFs (3 MYB and 2 bHLH) were used to explore the expression patterms in chayote fruits at three different storage stages (S1, S2, and S3) using qRT-PCR. As shown in Figure 8, the expression pattern of most selected DEGs was consistent with the results of RNA-seq data (Supplementary Table S10).

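Of the 18 genes measured by qRT-PCR, 13 carry an identifier that leads to a unigene, and in all 13 the mean FPKM moved in the direction of the paper's qRT-PCR means of Table S10 in each comparison. Only the signs of differences between means were compared, whether called or not. SePAL2 of Table S1 leads to TRINITY_DN5659_c0_g2, which Table S8 names SePAL3. Its log2 fold from S1 to S2 was -0.14, and 0.39 without S1 replicate 3, so that direction rests on 1 library. From S1 to S2 7 of the 13 fell, from S2 to S3 7 fell, and between S1 and S3 10 were lower at an adjusted p from limma. SebHLH1 (FSG0242730, TRINITY_DN1432_c0_g1) averaged 161 ± 8.13 FPKM in S1, 106 ± 6.24 in S2 and 16 ± 1.19 in S3 (SD, n = 3), a log2 fold of -3.25 from S1 to S3 (standard error 0.10, adjusted p = 2.77e-07). SebHLH2 (FSG0125260, TRINITY_DN10347_c0_g5) fell by 4.04 on the log2 scale from S1 to S3 (standard error 0.77, adjusted p = 0.0028). SeMYB3 (FSG0239060, TRINITY_DN1268_c0_g1) fell by 2.56 (standard error 0.61, adjusted p = 0.008). SeF3H (TRINITY_DN1528_c0_g1), whose product adds a hydroxyl group to flavanones, had 61.4 ± 17.4 FPKM in S1 and 10 ± 5.99 in S3 (SD, n = 3; adjusted p = 7.60e-04). SeCHS1, SeUGT1, SeUGT4, SeFNSI2 and SeMYB2 of Table S1 carry identifiers that lead to no unigene, and no FPKM is set beside their qRT-PCR means. Unigenes named SeCHS1, SeUGT1 and SeUGT4 in Table S8 were not reached through these identifiers and may be other genes. The same holds for SeFNSI2 of Table S7, which has no identifiers. The study chose the genes from these data, so the counts are not independent evidence, and adjusted over the list alone 7, 7 and 12 fell. The 7 calls between S1 and S2 became 4 without S2 replicate 2, 4 with the 6 libraries of S1 and S2 alone and 3 at an adjusted p under 0.01. For 8 of the 13 genes Table S7 gives the values under other stages than the files, and the paper's qRT-PCR means of all 8 rank the stages as the files do and of 0 as Table S7 does. Under the stages of Table S7, chosen after seeing the data, 3 of the 13 rose and 4 fell from S1 to S2, 2 rose and 8 fell from S2 to S3, and 1 was higher and 6 lower in S3 than in S1.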

**Figure 8:**
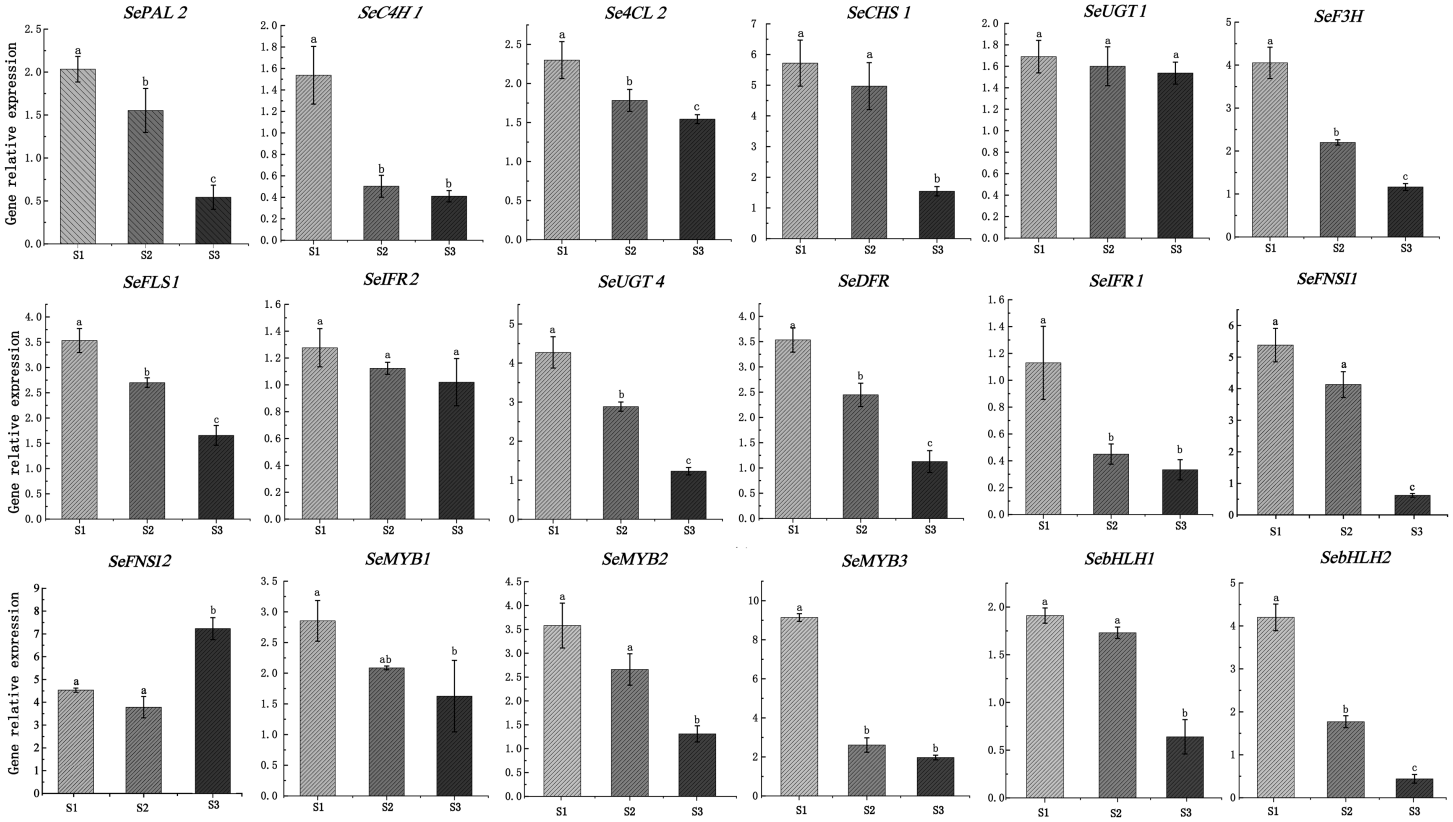
Validation of expression pattern of 18 DEGs associated with flavonoid synthesis using qRT-PCR. Relative expression levels of qRT-PCR were calculated using actin 7 as a standard. Three biological replicates and three technical replicates were obtained for each data point. Different lower-case letters indicate a significant difference among the different stages (*p* < 0.05). PAL, phenylalanine ammonia-lyase; C4H, cinnamate-4-hydroxylase; 4CL, 4-coumarate-CoA ligase; F3H, flavanone 3-hydroxylase; FLS, flavonol synthase; IFR, isoflavone reductase; DFR, dihydroflavonol 4-reductase; FNSI, flavone synthase I; UGT, UDP-glycosyltransferase.

### 3.5. Correlation analysis between DEGs and DEMs

To explore the complexity of regulatory networks that control flavonoid synthesis in chayote fruits during storage, the correlation analysis between quantitative changes of flavonoid-synthesis-related DEGs and DEMs in chayote fruits at three different storage stages were performed (Figure 9). In this study, 17 structural genes were highly correlated with 13 flavonoid compounds (*r* > 0.8, Figure 9A; Supplementary Table S11). 

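Table S11 lists 107 pairs of a structural gene and a flavonoid with their coefficients. The coefficient of 100 of the 107 pairs, within 0.005, was recovered as Spearman's rho between the FPKM of the gene's unigene in the 9 libraries and the paper's relative flavonoid contents of Tables S2 to S5. Pearson's r recovered 12. With the FPKM of structural genes under the stages of Table S7, an alternative chosen after seeing the data, Spearman's rho recovered 12 as well. The S1 columns of the flavonoid tables carry one label, and placing them in other orders recovered 0 to 27. The samples of S1, S2 and S3 fall into separate clusters, so no pooled coefficient is given for any gene. With 3 samples in a stage, no coefficient of a structural gene and a flavonoid was computed within a stage, and the relation with the stage taken out was not tested.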

Eighteen structural genes, including 3 *PAL*, 1 *C4H*, 3 *4CL*, 1 *CHS*, 1 *DFR*, 1 *F3H*, 1 *FNSI*, 1 *FLS*, 2 *IFR* and 4 *UGT*, were identified as key structural genes involved in the flavonoid synthesis. The 13 flavonoids including 8 flavonoid glycosides, 1 isoflavans, 1 isoflavonoid O-glycosides, 1 O-methylated flavonoids,1 prenylated neoflavonoids, and 1 pyranoisoflavonoids. Moreover, a specific correlation analysis between the identified MYB and bHLH and DEMs was also conducted (Figures 9B, C). 

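For MYB and bHLH transcription factors, Table S12 lists 213 pairs of a factor and a flavonoid, and 181 of them have values for both in all 9 samples. Spearman's rho of FPKM and the paper's relative contents came within 0.005 of the listed coefficient in 166 of the 181 pairs of factors and flavonoids, and Pearson's r in 6. Other orders of the S1 flavonoid columns recovered 0 to 44. As for the structural genes, no coefficient of a MYB or bHLH and a flavonoid was computed within a stage, and the relation with the stage taken out was not tested.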

Our results showed that 21 MYB and 12 bHLH TFs were extremely correlated with 8 flavonoid compounds (*r* > 0.8; Figures 9B, C; Supplementary Table S12), respectively. Among them, one R2R3-MYB transcription factor, FSG0057100, the orthologous gene of *Arabidopsis* AtMYB12, belong to the R2R3-MYB TFs, which was involved in accumulating of plant flavonol glycoside (40).

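FSG0057100 (SeMYB1, TRINITY_DN7801_c0_g1) averaged 33.5 ± 3.03 FPKM in S1, 29.5 ± 9.09 in S2 and 21.6 ± 6.37 in S3 (SD, n = 3). Its log2 fold was -0.22 from S1 to S2 (standard error 0.24, adjusted p = 0.61), -0.43 from S2 to S3 (standard error 0.24, adjusted p = 0.18) and -0.64 from S1 to S3 (standard error 0.24, adjusted p = 0.056). It was thus called in none of the 3 comparisons by limma, although every S3 library lay below every S1 library. Chance separates 2 stages, in either direction, in 10% of cases. Between S1 and S3 the adjusted p was 0.029 without S2 replicate 2, 0.017 without S3 replicate 1 and 0.045 among unigenes with FPKM of at least 5 in at least 3 libraries, within a range of 0.017 to 0.17 over all alternatives. Like the other unigenes of Table S9, it belongs to a list whose replicate SD was smallest in S1. Other stage labels are a candidate explanation that could not be settled for that list, and they would change these folds. The paper's qRT-PCR means of SeMYB1 move as its FPKM does in all 3 comparisons.

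**Figure D2:**
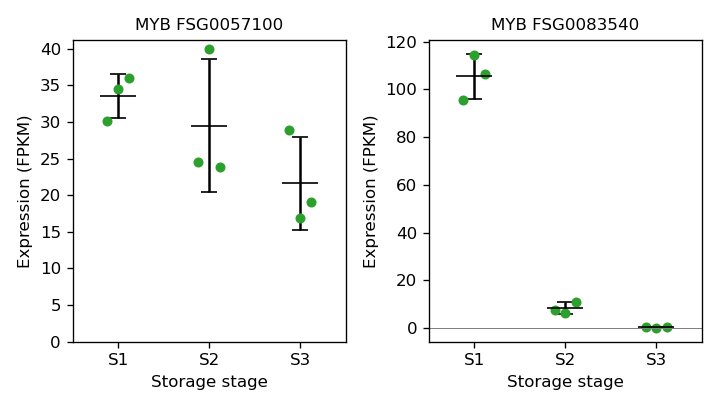
FPKM (y axis) of the MYBs FSG0057100 and FSG0083540 in the S1, S2 and S3 libraries (x axis); points are libraries, lines are means and bars are SD (n = 3). The libraries of FSG0057100 in S2 overlap with those of S1 and S3, while those of FSG0083540 are separate in every pair of stages.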

**Figure 9:**
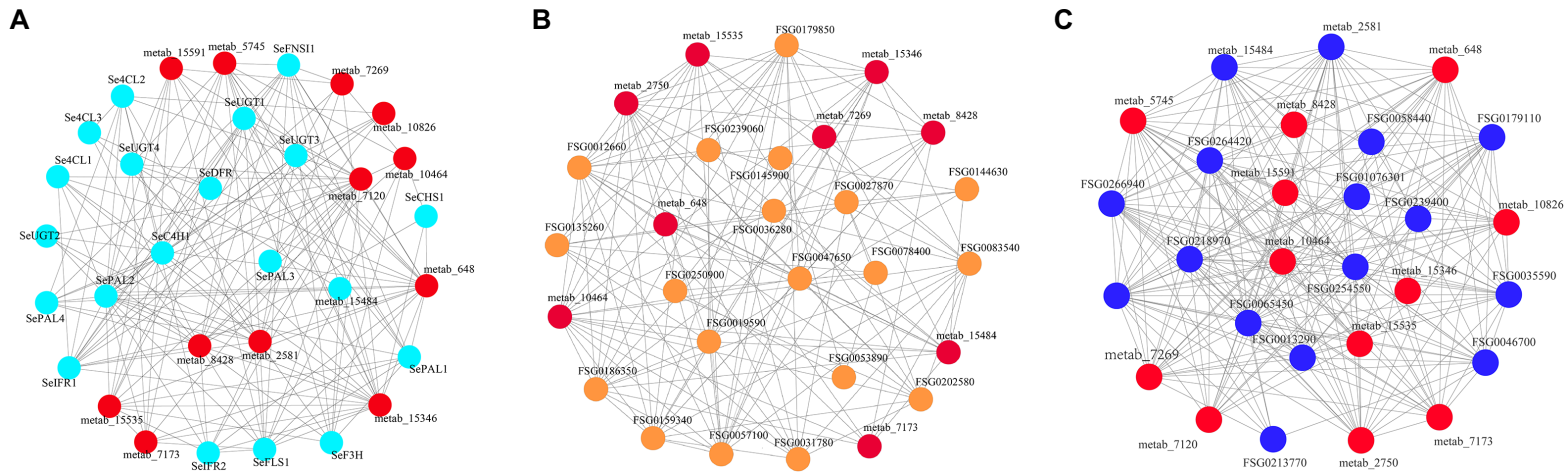
Connection network between DEGs and TFs associated with flavonoid synthesis and DEMs in chayote fruits during storage. **(A)** Correlation analysis between structural genes of flavonoid synthesis and flavonoids; **(B)** Correlation analysis between MYB TFs and flavonoids; **(C)** Correlation analysis between bHLH TFs and flavonoids. The red ellipsoid represents the DEMs. The light blue, yellow, blue, pink and green ellipsoid represent structure genes, MYB, and bHLH TFs, respectively.

### 3.6. The effect of penylalanine on fruits quality during storage

Phenylalanine is an aromatic amino acid that enters the phenylpropane pathway as the initial substrate, which is the precursor of flavonoids that improve the quality of crops (41). In this study, we treated the chayote fruits with different concentrations of phenylalanine, and the effect of phenylalanine on the flavonoid contents were explored. Our results showed that the total content of flavonoids in chayote fruits treated with 0.5 mM and 1 mM of phenylalanine were 1.27 times and 1.61 times that of the control group, respectively (Supplementary Figure S1). Moreover, the expression patterns of 18 DEGs in chayote fruits treated with phenylalanine were investigated using qRT-PCR. The expression level of all genes was significantly increased after treatment with different concentrations of phenylalanine compared to control group (Figure 10; Supplementary Table S13). The expression level of most structural genes in chayote fruits treated with 0.5 and 1 mM of phenylalanine were increased by 1.17 ~ 6.98 times and 1.25 ~ 9.92 times in comparison with control group. Moreover, the expression level of MYB TFs in chayote fruits treated with 0.5 and 1 mM of phenylalanine were increased by 1.38 ~ 5.35 times and 5.44 ~ 10.12 times in comparison with control group, respectively. In addition, the expression level of SebHLH1 and SebHLH2 in chayote fruits treated with 0.5 mM of phenylalanine was increased by 1.61 and 1.54 times in comparsion with control group, respectively, which were also increased by 3.75 and 7.52 times in chayote fruits treated with 1 mM of phenylalanine. These results suggested that exogenous phenylalanine applications could promote the accumulation of flavonoids by increasing key genes involved in flavonoid biosynthesis.

**Figure 10:**
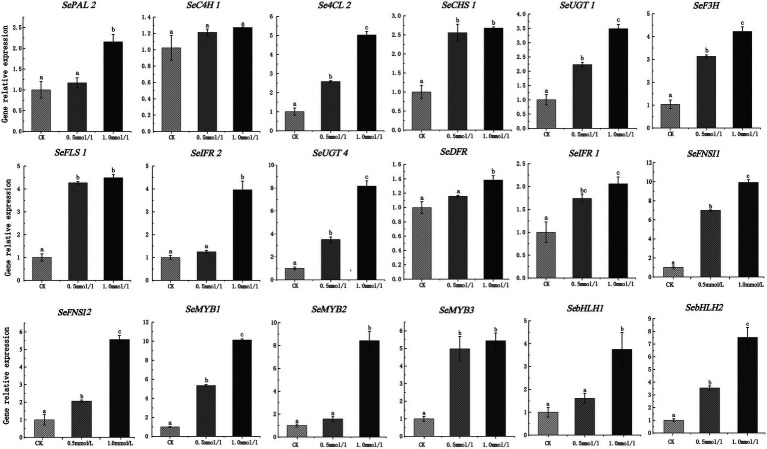
Expression profiles of 18 DEGs involved in flavonoid biosynthesis after phenylalanine treatment. The expression levels of DEGs relative to *actin7*, measured by qRT-PCR. Three biological replicates and three technical replicates were obtained for each data point. Lower case letters (a, b, c) above the error bars represent significant difference between the treated and untreated (0 g/l) samples (*p* < 0.05).

## 4. Discussion

### 4.1. Systematically detect the composition and content of flavonoid compounds In chayote fruits during storage

All organs of chayote plant are edible such as roots, shoots, leaves, and fruits, which was commonly used for medicinal and culinary purposes due to the rich minerals, dietary fibers, proteins, vitamins, polysaccharides, and flavonoids (42). Flavonoids are one of the major plant metabolites found throughout the plant kingdom, especially in fruits and vegetables. Fruits of chayote is rich in a variety of nutrients and bioactive compounds, such as polyphenols and flavonoids (43). The total phenolic contents of rowanberry fruits and banana fruits stored at room temperature for 20 day and 2 days were significantly decreased (19, 20). Aung et al. (44) reported that the quality of chayote (fresh weight) was affected by postharvest storage temperature and film wrap. Wang et al. (20) found that the total content of flavonoids in fruits of *Cerasus Humilis* kept decreasing with storage time. However, the effect of storage time on the total content and the changes in the components of flavonoids in chayote fruits was still unclear. Thus, the dynamic change of total flavonoid content in chayote fruits during storage was investigated, and found that the total flavonoid content was decreased in chayote fruits during 1 month storage (Figure 1), which was consistent with the previous studies (19–21).

Phenylalanine is an aromatic amino acid that enters the phenylpropane pathway as the initial substrate, which is the precursor of flavonoids that improve the quality of crops (41). Previous studies have revealed that exogenous application of phenylalanine can increase the expression level of flavonoid biosynthesis-related genes. Md-Mustafa et al. (45) showed that exogenous phenylalanine increased the expression of 2 *PAL*, 3 *4CL*, and 1 *CHS,* and the addition of phenylalanine (1 mM) increased the folate content up to 2.0-fold. Our results showed that the total content of flavonoids in chayote fruits treated with phenylalanine solutions (0.5 and 1 mM) was 1.27–1.61 times that of the control, and some flavonoid biosynthesis-related genes were significantly increased in chayote fruits treated with phenylalanine. These results suggested that phenylalanine increased the total flavonoid content in chayote fruits during storage by upregulated the expression of flavonoid biosynthesis-related genes. Phenylalanine can be used in fruit or vegetable storage, promote flavonoid biosynthesis, improve plant resistance to biotic and abiotic stresses, and increase plant quality.

### 4.2. Metabolic profiling and transcriptome analysis of chayote fruits during storage

Combined transcriptome analysis and metabolic profiling were widely used to explore the flavonoid metabolites and the corresponding molecular mechanism of flavonoid synthesis in many plants, such as tea, peach, *Physalis angulata*, and Mulberry (46–49). In this study, the flavonoid metabolites and corresponding molecular mechanism of flavonoid biosynthesis in chayote fruits during storage were explored using the combined transcriptome and metabolome profiling. A total of 57 flavonoid compounds were identified in chayote fruits during storage using UPLC-MS/MS. The number of flavonoid compounds in chayote fruits was higher than that in fruit peel of melon (40 differential flavonoids) (16), and less than that in cucumber yellow peel (165 differential flavonoids) (50) and in citrus fruit (117 differential flavonoids) (51). Moreover, 42 (72%) of the 57 flavonoid compounds belong to flavonoid glycosides, which was the main reason for the decrease of the total content of flavonoids (21, 52). Previous study showed that flavonoid glycosides are the main form of flavonoids in plants (53). In addition, flavonoid glycosides played important roles in response to abiotic stress (drought, cold, UV) (50, 54). Our results showed that the content of flavonoid glycosides in chayote fruits was decreased with storage time due to the loss of water (19, 20), which was consistent with previous study (53). Isoflavonoids were predominantly synthesized in leguminous plants, which played important roles in reducing osteoporosis and cardiovascular diseases, preventing cancer, and treating menopause symptoms (55–59). Moreover, six isoflavonoids and their derivatives were detected in chayote fruits for the first time, suggesting that the chayote fruit is new sources of isoflavonoids for human health.

### 4.3. Structure genes of phenylpropanoid pathway in plants

The phenylpropanoid pathway is responsible for the biosynthesis of numerous secondary metabolites such as phenylpropenes, anthocyanins, stilbenoids, and flavonoids, which regulated the plant growth and environmental response (60–62). The complex molecular mechanism of flavonoid synthesis was extensively studied in many plants (63–65). However, the molecular regulatory mechanism of flavonoid biosynthesis has not been systematically investigated in chayote fruits during storage. In this study, 95 significant DEGs involved in flavonoid biosynthesis (e.g., *PAL*, *C4H*, *4CL*, *CHS*, *CHI*, *F3'H*, *F3'5'H*, *FLS*, *FNSI*, and *UGT*) were identified based on the functional annotation and enrichment analysis. Among them, 19 significant DEGs, including 4 *PAL*, 1 *C4H*, 3 *4CL*, 1 *CHS*, 1 *DFR*, 1 *F3H*, 1 *FNSI*, 1 *FLS*, 2 *IFR*, and 4 *UGT*, were significantly up-regulated in S1 vs. S2 and S2 vs. S3 (Figure 7B), which further confirmed the results of metabolic profiling in chayote fruits during storage. Moreover, UDP-glycosyltransferases (*UGTs*) were involved in the synthesis of flavonoid glycosides in many plants (66, 67). 

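Of the 9 structural unigenes that Table S8 lists as decreased in S1 vs. S2 and in S2 vs. S3, 8 were tested, and all 8 were higher in S3 than in S1. The means of all 9 in Table S8 rise along storage, so decreased goes there with lower in the earlier stage. SeFLS3 (TRINITY_DN5406_c0_g1), another flavonol synthase gene, rose from 0.32 ± 0.182 FPKM in S1 and 0.357 ± 0.481 in S2 to 59.4 ± 26.6 in S3 (SD, n = 3). Its log2 fold from S1 to S3 was 5.44 (standard error 0.34, adjusted p = 8.76e-06). SeUGT10 (TRINITY_DN4670_c0_g2) rose from 28.2 ± 2.77 FPKM in S1 to 93.9 ± 23.8 in S3 (SD, n = 3; adjusted p = 1.88e-04). The 4-coumarate-CoA ligase gene Se4CL4 (TRINITY_DN3700_c0_g1) had a log2 fold of 1.12 (standard error 0.26, adjusted p = 0.0074). From S1 to S2 and from S2 to S3, 3 unigenes were higher in each. Se4CL7 (TRINITY_DN1597_c0_g1), with 0.0533 to 0.313 FPKM as stage means, was below the filter and was not tested. The list is the study's own choice from these libraries, and its direction is not independent evidence; adjusted over the list alone the counts were again 3, 3 and 8, from limma. The 3 between S1 and S2 became 5 without S3 replicate 1 and with the 6 libraries of S1 and S2 alone. The 3 between S2 and S3 became 1 without S2 replicate 1, without S2 replicate 3, with an absolute log2 fold of at least 1 and at an adjusted p under 0.01, and 0 by limma without S3 replicate 1 or S3 replicate 2, where 2 and 1 were higher at an unadjusted p under 0.05. SeFLS3, with FPKM under 1 in S1 and S2, did not pass the filter and was not tested when an S3 replicate was left out.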

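The mean FPKM of all 19 structural unigenes of the increased group fell from S1 to S2 and again from S2 to S3. Table S8 lists the group with these same means, and the study chose it on these samples. That all 19 fall is thus not independent evidence. In 5 of them, SeFNSI1, SeFLS1, SeIFR2, SeUGT2 and SeUGT3, both falls were called at an adjusted p from limma, and in 15 at least 1 of the falls was. The 4-coumarate-CoA ligase genes Se4CL1 (TRINITY_DN12682_c0_g3), Se4CL2 (TRINITY_DN8326_c0_g1) and Se4CL3 (TRINITY_DN9941_c2_g5) fell by 2.28, 1.29 and 1.82 on the log2 scale from S1 to S2 (standard errors 0.43, 0.24 and 0.28). From S2 to S3 their log2 folds were -0.46, -0.11 and -0.38 (adjusted p = 0.42, 0.74 and 0.31). Table S7 gives SeFLS1, SeIFR2, the 3 4CL genes, and SeUGT2 and SeUGT3 (there named SeUGT6 and SeUGT17) under other stages than the files, and under its stages, an alternative chosen after seeing the data, 1 of the 19 was lower in both steps. The 5 unigenes lower in both steps became 2 without S2 replicate 2, 3 without S2 replicate 1, 3 without S2 replicate 3, 8 without S3 replicate 1 and 2 at an adjusted p under 0.01, and 3 with a pseudocount of 0.1 or 0.01 or with the 6 libraries of each step alone.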

In our study, a total of 47 *UGT*s were differentially expressed in S1, S2, and S3. Of these, four *UGT* genes were remarkably upregulated in S1 vs. S2 and S2 vs. S3, which was consistent with the results of metabolite profiling in chayote fruits during storage, indicating that these four *UGT* genes could catalyze the formation of flavonoid glycosides. 

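SeUGT2 and SeUGT3 were lower in S2 than in S1 and lower again in S3 than in S2. SeUGT1 fell in the first step (log2 fold -1.72, standard error 0.40, adjusted p = 0.022) and had a log2 fold of -0.94 in the second (standard error 0.40, adjusted p = 0.089). SeUGT4 had a log2 fold of -0.18 in the first step (standard error 0.14, adjusted p = 0.46) and fell by 0.59 in the second (standard error 0.14, adjusted p = 0.0093), from limma. The first-step call was lost without S2 replicate 2 or S2 replicate 3 for SeUGT1 and SeUGT2, without S1 replicate 2 for SeUGT1, and at an adjusted p under 0.01 for both, and the second-step call of SeUGT4 with an absolute log2 fold of at least 1. Table S7 lists SeUGT2, SeUGT3 and SeUGT4, there named SeUGT6, SeUGT17 and SeUGT37, under other stages than the files. From the up-regulation that it reports for 4 UGTs in S1 vs. S2 and S2 vs. S3, and from the agreement of this with its metabolite profiles, the paper proposes that their products catalyze the formation of flavonoid glycosides.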

Numerous studies have reported that *UGT* genes were involved in the biosynthesis of flavonoid glycosides (68–70), which was consistent with our results. Moreover, Yu et al. (69) reported that low temperature can induce the expression of *UGT g*ene in mulberry leaves, and result in the accumulation of flavonoid glycosides. Xie et al. (68) showed that two *UGT* genes, *MdUGT75B1* and *MdUGT71B1*, are involved in flavonol biosynthesis and may have important roles in regulating accumulation of these health-promoting bioactive compounds in apple.

### 4.4. Transcriptional factors involved in regulating the flavonoid synthesis

Previous studies had revealed that MYB, WRKY, bHLH, bZIP, and DOF TFs were involved in regulating the flavonoid synthesis (35–39). In present study, 45 MYB, 33 bHLH, 25 WRKY, 20 bZIP, and 22 Dof TFs with the differential expression patterns in chayote fruits at three differential storage stages (Supplementary Table S9). Among them, the expression patterns of 24 MYB, 14 bHLH, 10 WRKY, 11 bZIP, and 8 Dof TFs displayed a good linear relationship with structural genes in flavonoid synthesis pathway, which were increased or decreased in S1 vs. S2 and S2 vs. S3, suggesting that these TFs played important roles in regulating the flavonoid synthesis of chayote fruits. Of these 24 MYB, seven MYB TFs, including 4 positive regulatory TFs (FSG0019590, FSG0221650, FSG0057100, and FSG0036280) and 3 negative regulatory TFs (FSG0159340, FSG0079980, and FSG0179850), belong to R2R3-MYB subfamily, which have been reported to be involved in flavonoid biosynthesis. Moreover, the homologous genes of seven MYB TFs in *Arabidopsis* were MYB86, MYB73, MYB12, MYB78, MYB36, MYB78, MYB62, and MYB116, respectively. 

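Of the 29 factors that Table S8 lists as increased, 12 were lower in both steps, namely 5 MYB, 3 bHLH, 1 WRKY, 2 bZIP and 1 Dof, and 25 were lower in at least 1 step. The bHLH FSG0034100 (TRINITY_DN8402_c0_g4) fell by 0.86 and 0.69 on the log2 scale in the first and the second step (standard error 0.12 in each, adjusted p = 0.0028 and 0.0019). The bZIP FSG0013290 (TRINITY_DN3268_c0_g2) fell by 2.45 and 1.68 (standard error 0.36 in each, adjusted p = 0.0034 and 0.0051), from limma. The means of all 35 unigenes of the decreased group were higher in S2 than in S1 and higher again in S3, and 7 of them were called in the first step and 28 in the second, as for the bHLH FSG0136270 (TRINITY_DN15552_c0_g3) with log2 folds of 0.56 (standard error 0.26, adjusted p = 0.19) and 2.97 (standard error 0.26, adjusted p = 5.33e-05). With an absolute log2 fold of at least 1, 4 of the 29 were lower in both steps. The study chose both groups on these samples, so means that all move alike are not independent evidence. Relations between factors and structural genes across samples were not computed, since the samples cluster by stage.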

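Among the 7 MYBs named here, FSG0019590 (TRINITY_DN16426_c0_g1) averaged 53 ± 3.27 FPKM in S1, 32.1 ± 8.91 in S2 and 0.963 ± 1.46 in S3 (SD, n = 3), with a log2 fold of -5.02 from S1 to S3 (standard error 0.43, adjusted p = 4.89e-05). FSG0221650 stands for 2 unigenes, of which TRINITY_DN13548_c0_g1, the one in Table S8, fell by 4.25 on the log2 scale from S1 to S3 (standard error 0.24, adjusted p = 5.75e-06). The other, TRINITY_DN34951_c0_g1, had log2 folds of 0.10 from S1 to S2 (adjusted p = 0.81) and -3.94 from S1 to S3 (adjusted p = 5.98e-06). FSG0036280 (TRINITY_DN11249_c0_g6) rose from 0.09 ± 0.108 FPKM in S1 to 9.32 ± 3.14 in S3 (SD, n = 3), a log2 fold of 3.20 (standard error 0.27, adjusted p = 4.03e-05). FSG0159340 (TRINITY_DN2310_c0_g1) had a log2 fold of 5.99 from S1 to S3 (standard error 0.88, adjusted p = 7.41e-04) and FSG0079980 (TRINITY_DN3626_c0_g1) one of 3.64 (standard error 0.54, adjusted p = 8.34e-04). FSG0179850 (TRINITY_DN8447_c0_g1) averaged 2.65 ± 1.18 FPKM in S1, 13.4 ± 17.4 in S2 and 18.2 ± 19.2 in S3 (SD, n = 3) and was not called by limma (adjusted p = 0.13). FSG0057100 was not called either.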

Previous studies revealed that seven R2R3-MYB TFs (MYB86, MYB73, MYB12, MYB78, MYB36, MYB78, MYB62, and MYB116) were involved in the positive/negative regulation of flavonoid biosynthesis (71–75). For example, Li et al. (76) reported that overexpression of SmMYB86 in eggplant reduced the accumulation of anthocyanins by decreasing the expression of *SmCHS*, *SmF3H*, and *SmANS*. Mehrtens et al. (77) revealed that MYB12, as a transcriptional regulator of *CHS* and *FLS*, acted as the flavonol-specific activator of flavonoid biosynthesis. With the development and improvement of gene knockout and transgenic technologies, overexpression and knockout of the selected candidate genes can change the flavonoid content by regulating the gene expression, which can improve the quality, enhance the tolerance to biotic and abiotic stress and extend shelf-life.

Correlation analysis between RNA-seq analysis and metabolite profiling indicated that the expression patterns of 18 DEGs (3 *PAL*, 1 *C4H*, 3 *4CL*, 1 *CHS*, 1 *DFR*, 1 *F3H*, 1 *FNSI*, 1 *FLS*, 2 *IFR* and 4 *UGT*) are closely correlated with the dynamic changes of 13 flavonoids, suggesting that these DEGs may be involved in regulating the flavonoid synthesis in chayote fruits during storage (Supplementary Table S11). Correlation analysis also revealed that 21 MYB and 12 bHLH TFs are closely correlated with eight flavonoid derivatives (*r* > 0.8; Figures 9B, C; Supplementary Table S12). In addition, correlation analysis between transcriptome and metabolite profiling also revealed that one R2R3-MYB TF (SeMYB1, FSG0057100) displayed a better correlation with five flavonoid glycosides, and the homologous gene of FSG0057100 in *Arabidopsis* was AtMYB12. Previous studies had revealed that MYB12 have the potential to activate *UGT* genes known to play a role in the formation of specific flavonol glycosides (39). This result indicated that FSG0057100 is the key regulators of the flavonoid synthesis in chayote fruits based on the expression pattern and correlation analysis.

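The log2 fold of SeMYB1 from S1 to S3, -0.64, was the smallest among the 12 MYBs that Table S8 lists as increased, whose other folds lay between -6.48 and -0.85, and none of its comparisons passed the threshold of limma. The difference between SeMYB1 and the other MYBs was not tested. Adjusted over the list alone, all 12 were lower in S3 than in S1, SeMYB1 included, though the study chose them on these samples. These MYBs belong to Table S9, for which the replicate SD left other stage labels, and so other folds, open as a set. The qRT-PCR means of SeMYB1 move as its FPKM does in each comparison. From the expression pattern and the correlation of SeMYB1 with flavonoid glycosides, the paper concludes that it is a key regulator of flavonoid synthesis. The paper also reports its homology to AtMYB12, qRT-PCR means that fall along storage, and higher qRT-PCR expression after phenylalanine treatment.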

In this study, the characterization and kinetic pattern of flavonoid constituents and differential flavonoid metabolites were identified in chayote fruits during storage. The DEGs involved in the flavonoid biosynthetic pathway were also detected using RNA-deq data. The expression pattern of some DEGs were further investigated using qRT-PCR. Moreover, correlation analysis between RNA-seq and metabolite revealed the structure genes and some TFs influencing flavonoid accumulation in chayote fruits during storage. Our results enable a comprehensive and systematic understanding of flavonoid compositions and dynamic changes as well as the corresponding molecular regulation mechanisms of flavonoid synthesis in chayote fruits.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found at: NCBI GEO, GSE214641.

## Author contributions

XW, YA, and WZ conceived and designed the experiments. YP and CW performed the experiment. XW, YP, WZ, and YJ analyzed the data. XW and YP wrote the manuscript. All authors read and approved the manuscript.

## Funding

This work was supported by the Science and Technology Project of Guizhou Province (Qiankehe Foundation-ZK [2022]), National Natural Science Foundation of China (32102306). This work was also supported by Talent Introduction Scientific Research Start-Up Project of Guizhou University (703/702735193301).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^ http://www.hmdb.ca/

^2^ https://metlin.scripps.edu/

^3^ https://cloud.majorbio.com

# Supplementary material for: Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage
**Source:** Front Nutr. 2023 Feb 27;10:1029745. doi: 10.3389/fnut.2023.1029745
**Supplement:** Supplementary file 2

**Supplementary Table 1 |** Primers used in this study

| Gene | Gene Locus | Forward primer | Reverse primer |
| --- | --- | --- | --- |
| SePAL 2 | FSG0199650.1 | GGGCAGACTCTCACTATTTC | CCTCCATGTATCGCTTTATTTC |
| SeC4H 1 | FSG0025420.1 | ACGTCGTCTTCGATATCTTC | GCTTGATTCTCGTCTCCTTA |
| Se4CL 2 | FSG0140440.1 | CTTCTTCTAACCCACTCATCTA | TCCTCGGTAAGTTCATTCTC |
| SeCHS 1 | FSG0098480.1 | CGGACTACTACTTTCGGATTAC | CAGAATCTCCTCCGTTAGATG |
| SeUGT 1 | FSG0049810.1 | ACTATGATCCGTACCTCAAAC | CAACAACATCGAAGAGCTTAC |
| SeF3H | FSG0060970.1 | GATGGACTTGGCCTCTAAAT | CGAGATCTGAGTTGGAACAT |
| SeFLS 1 | FSG0080030.1 | GATTTCAGGAACCCAGATCA | GAGCTCGAAGAACTCCTTAC |
| SeIFR2 | FSG0221220.1 | CCACTCGATGTTTATTAAGG | CAGTGGTGTATTTAACTTCC |
| SeUGT 4 | FSG0092410.1 | GGGAGATGAGATTGTGGATTA | CGAGACCATTACCAGAGAAG |
| SeDFR | FSG0149470.1 | CAGCTGTGAACGAAAGAATAG | GTATGCTCCATCAGGAAGAT |
| SeIFR 1 | FSG0001040.1 | CAATTCCTCTCCAAGATGAAAG | CTTCTTCTCCTTCGCCTAAT |
| SeFNSI1 | FSG0165280.1 | GCAGACCCACTCCAGTTTAG | CACCATCCTTAAGCCCATACTC |
| SeFNSI2 | FSG0165310.1 | GATCTGCCGCAACTTACCTATC | GGGATATGGTAGCCGTTGATTT |
| SeMYB1 | FSG0057100.1 | GCACTACTCTTCTTCTTCTTC | CAAGACGAAGGCTCAATAAA |
| SeMYB2 | FSG0023770.1 | GGAGAAGAAGAAAGTGGCTA | CTTGGGTTGCCCTAAATAATC |
| SeMYB3 | FSG0239060.1 | CCTCTGAATCTACCATCTCC | GCATTACCTTCTCTGCTTTC |
| SebHLH1 | FSG0242730.1 | CATAGCCTCAGCAAGTGATA | GGAGTTCATCCTCCCATAAC |
| SebHLH2 | FSG0125260.1 | CTCTCCATGCTCAGATCTAT | CTAGCAGTTCTTTCACATACTC |
| Actin7 | FSG0209090.1 | GAGGTTACATGTTCACTACTAC | GTCTCGAGTTCTTGTTCATAG |

# Supplementary material for: Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage
**Source:** Front Nutr. 2023 Feb 27;10:1029745. doi: 10.3389/fnut.2023.1029745
**Supplement:** Supplementary file 3

**Supplementary Table 2 |** The differential accumulation of flavonoid metabolites in S1 *vs.* S2

|  | Metab ID | Subtype | S1-1 | S1-1 | S1-1 | S2-1 | S2-2 | S2-3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Up | metab_10237 | Flavonoid glycosides | 2.3142 | 2.3084 | 2.3467 | 2.2785 | 2.4648 | 1.9272 |
|  | metab_10380 | Flavonoid glycosides | 1.6995 | 1.5072 | 1.3391 | 0.4496 | 0.6879 | 0.5803 |
|  | metab_10472 | Flavonoid glycosides | 2.2852 | 2.1976 | 2.0650 | 1.2281 | 1.2943 | 1.7700 |
|  | metab_10513 | Flavonoid glycosides | 3.1359 | 3.0141 | 2.9378 | 2.4773 | 2.3871 | 2.7729 |
|  | metab_10647 | Flavonoid glycosides | 1.6281 | 0.8544 | 0.9544 | 1.6224 | 1.1287 | 1.4606 |
|  | metab_14871 | Flavonoid glycosides | 3.0654 | 2.8983 | 2.8741 | 2.2778 | 2.3106 | 2.5149 |
|  | metab_15089 | Isoflavonoid O-glycosides | 1.3854 | 1.2515 | 1.4789 | 0.1442 | 0.1301 | 0.3037 |
|  | metab_15145 | Flavonoid glycosides | 2.6615 | 2.5722 | 2.4924 | 2.1566 | 2.1446 | 2.3678 |
|  | metab_15176 | Flavonoid glycosides | 3.0662 | 2.9986 | 2.9360 | 2.5549 | 2.5958 | 2.7504 |
|  | metab_15297 | Flavonoid glycosides | 1.6617 | 1.5464 | 1.5275 | 0.8812 | 0.5235 | 0.9559 |
|  | metab_15311 | Flavonoid glycosides | 1.5750 | 1.2910 | 1.4211 | 1.2909 | 1.2564 | 1.3671 |
|  | metab_15346 | Flavonoid glycosides | 3.8530 | 3.7190 | 3.7156 | 3.2080 | 3.0689 | 3.5566 |
|  | metab_15368 | Flavonoid glycosides | 2.2433 | 2.0005 | 1.7726 | 1.0318 | 0.9966 | 1.0107 |
|  | metab_2581 | Prenylated neoflavonoids | 1.8773 | 1.9435 | 2.1118 | 1.4227 | 1.4990 | 1.2669 |
|  | metab_648 | Flavonoid glycosides | 3.3069 | 3.1163 | 3.0264 | 1.2358 | 0.9939 | 2.1534 |
|  | metab_6688 | Flavonoid glycosides | 1.3845 | 1.3210 | 1.4285 | 0.8521 | 0.7813 | 0.8069 |
|  | metab_6862 | Flavonoid glycosides | 3.7083 | 3.6524 | 3.7182 | 3.5183 | 3.5443 | 3.7495 |
|  | metab_7028 | Flavonoid glycosides | 1.7772 | 1.5927 | 1.6720 | 0.6608 | 1.2027 | 0.9125 |
|  | metab_7064 | Flavonoid glycosides | 3.3666 | 3.2822 | 3.3034 | 2.7288 | 2.6086 | 3.0989 |
|  | metab_7120 | Flavonoid glycosides | 2.5014 | 2.4220 | 2.3902 | 1.7958 | 1.4779 | 1.8311 |
|  | metab_7267 | Flavonoid glycosides | 2.0980 | 1.9933 | 1.7133 | 0.0990 | 0.0936 | 0.1075 |
|  | metab_7269 | Pyranoisoflavonoids | 2.4753 | 2.6031 | 2.6215 | 2.2286 | 1.9449 | 2.2334 |
|  | metab_7512 | Furanoisoflavonoids | 2.4632 | 2.4073 | 2.3804 | 2.2600 | 2.2442 | 2.2585 |
|  | metab_8428 | Isoflavonoid O-glycosides | 2.2450 | 2.1066 | 2.0721 | 1.7211 | 1.7296 | 1.5426 |
| Down | metab_6431 | O-methylated flavonoids | 1.1947 | 1.1492 | 1.2002 | 1.6350 | 1.6935 | 1.3705 |
|  | metab_8444 | Flavonoid glycosides | 2.2196 | 2.1034 | 2.0922 | 2.0476 | 2.0508 | 2.2646 |
|  | metab_2739 | O-methylated isoflavonoids | 0.8941 | 1.2183 | 1.3842 | 1.7619 | 1.9537 | 1.8576 |
|  | metab_10685 | Flavones | 1.5574 | 1.4198 | 0.9948 | 2.4377 | 1.6893 | 3.1432 |
|  | metab_14725 | Flavonoid glycosides | 0.3071 | 0.2639 | 0.5011 | 2.3764 | 2.3605 | 2.6433 |
|  | metab_6565 | Flavonoid glycosides | 0.6316 | 0.6156 | 0.6074 | 2.4318 | 1.3355 | 3.2594 |
|  | metab_14662 | Flavonoid glycosides | 0.6206 | 0.5870 | 0.6016 | 1.7561 | 1.7792 | 1.6063 |
|  | metab_14970 | Flavonoid glycosides | 1.2165 | 0.4464 | 0.9176 | 2.2755 | 1.6855 | 2.4627 |
|  | metab_1205 | Isoflavonoid O-glycosides | 1.4806 | 1.4668 | 1.4888 | 1.9080 | 1.9857 | 1.8764 |
|  | metab_640 | Flavonoid glycosides | 4.7264 | 4.7262 | 4.7516 | 4.9633 | 4.9416 | 5.1066 |
|  | metab_1269 | Flavonoid glycosides | 1.4782 | 1.2355 | 1.3730 | 2.0197 | 2.0577 | 1.8624 |
|  | metab_6733 | Flavonoid glycosides | 0.9864 | 0.5416 | 0.7978 | 1.5509 | 1.1643 | 2.0532 |
|  | metab_14666 | Flavonoid glycosides | 2.7407 | 2.6005 | 2.6378 | 2.9943 | 3.0033 | 2.8730 |

# Supplementary material for: Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage
**Source:** Front Nutr. 2023 Feb 27;10:1029745. doi: 10.3389/fnut.2023.1029745
**Supplement:** Supplementary file 4

**Supplementary Table 3** | The differential accumulation of flavonoid metabolites in S1 *vs.* S3

|  | Metab ID | subtype | S1-1 | S1-1 | S1-1 | S3-1 | S3-2 | S3-3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Up | metab_15368 | Flavonoid glycosides | 2.2433 | 2.0005 | 1.7726 | 2.1151 | 2.2146 | 3.3237 |
|  | metab_2750 | Flavonoid glycosides | 1.9750 | 1.9402 | 1.9173 | 1.5193 | 1.6555 | 1.6717 |
|  | metab_10472 | Flavonoid glycosides | 2.2852 | 2.1976 | 2.0650 | 1.7709 | 1.8360 | 2.0511 |
|  | metab_14871 | Flavonoid glycosides | 3.0654 | 2.8983 | 2.8741 | 2.5465 | 2.4669 | 2.6723 |
|  | metab_6688 | Flavonoid glycosides | 1.3845 | 1.3210 | 1.4285 | 0.7527 | 0.8054 | 0.9752 |
|  | metab_7173 | Flavonoid glycosides | 2.1355 | 2.1361 | 2.2240 | 0.8504 | 0.8409 | 0.7194 |
|  | metab_8444 | Flavonoid glycosides | 2.2196 | 2.1034 | 2.0922 | 2.1328 | 2.0687 | 2.1148 |
|  | metab_2581 | Prenylated neoflavonoids | 1.8773 | 1.9435 | 2.1118 | 1.2922 | 0.7607 | 1.2728 |
|  | metab_10464 | Flavonoid glycosides | 2.2501 | 2.2168 | 2.1463 | 1.9321 | 1.4591 | 1.3261 |
|  | metab_15591 | Flavonoid glycosides | 1.2252 | 1.3305 | 1.6099 | 0.3675 | 0.5912 | 0.2155 |
|  | metab_8428 | Isoflavonoid O-glycosides | 2.2450 | 2.1066 | 2.0721 | 1.4332 | 1.1802 | 1.4275 |
|  | metab_648 | Flavonoid glycosides | 3.3069 | 3.1163 | 3.0264 | 0.7966 | 0.5616 | 1.1283 |
|  | metab_7064 | Flavonoid glycosides | 3.3666 | 3.2822 | 3.3034 | 2.7675 | 2.8825 | 2.8531 |
|  | metab_7120 | Flavonoid glycosides | 2.5014 | 2.4220 | 2.3902 | 0.8550 | 0.9060 | 0.5690 |
|  | metab_15297 | Flavonoid glycosides | 1.6617 | 1.5464 | 1.5275 | 0.5545 | 0.4402 | 0.4736 |
|  | metab_15535 | Flavonoid glycosides | 3.5618 | 3.5464 | 3.5065 | 2.8372 | 2.7448 | 2.9804 |
|  | metab_15484 | Flavonoid glycosides | 3.5031 | 3.3712 | 3.3601 | 2.3912 | 2.6602 | 2.2241 |
|  | metab_6862 | Flavonoid glycosides | 3.7083 | 3.6524 | 3.7182 | 3.5451 | 3.5552 | 3.7531 |
|  | metab_10513 | Flavonoid glycosides | 3.1359 | 3.0141 | 2.9378 | 2.6597 | 2.5320 | 2.7008 |
|  | metab_10647 | Flavonoid glycosides | 1.6281 | 0.8544 | 0.9544 | 0.2899 | 0.8017 | 0.7773 |
|  | metab_10826 | Isoflavans | 1.7233 | 1.7629 | 1.6311 | 0.3715 | 0.9794 | 0.4445 |
|  | metab_5745 | O-methylated flavonoids | 1.7853 | 1.8218 | 1.6226 | 0.4328 | 0.5255 | 0.4199 |
|  | metab_7267 | Flavonoid glycosides | 2.0980 | 1.9933 | 1.7133 | 0.1044 | 0.0928 | 0.7836 |
|  | metab_7269 | Pyranoisoflavonoids | 2.4753 | 2.6031 | 2.6215 | 0.9367 | 0.9455 | 0.9159 |
|  | metab_15346 | Flavonoid glycosides | 3.8530 | 3.7190 | 3.7156 | 3.1014 | 3.0705 | 2.9760 |
| Down | metab_14140 | Flavonoid glycosides | 1.7535 | 1.6414 | 1.9495 | 2.2583 | 2.1365 | 2.0860 |
|  | metab_1269 | Flavonoid glycosides | 1.4782 | 1.2355 | 1.3730 | 1.9909 | 2.0604 | 1.9704 |
|  | metab_10538 | Flavonoid glycosides | 1.8525 | 1.6766 | 1.6689 | 2.6661 | 2.4735 | 2.3724 |
|  | metab_1205 | Isoflavonoid O-glycosides | 1.4806 | 1.4668 | 1.4888 | 1.9404 | 1.9391 | 1.8451 |
|  | metab_14662 | Flavonoid glycosides | 0.6206 | 0.5870 | 0.6016 | 1.7621 | 1.6672 | 1.5919 |
|  | metab_7512 | Furanoisoflavonoids | 2.4632 | 2.4073 | 2.3804 | 2.6695 | 2.5282 | 2.6494 |
|  | metab_14666 | Flavonoid glycosides | 2.7407 | 2.6005 | 2.6378 | 2.9985 | 2.9050 | 2.8454 |
|  | metab_6733 | Flavonoid glycosides | 0.9864 | 0.5416 | 0.7978 | 1.8865 | 1.9215 | 2.2483 |
|  | metab_14970 | Flavonoid glycosides | 1.2165 | 0.4464 | 0.9176 | 2.3867 | 2.3327 | 2.5496 |
|  | metab_7028 | Flavonoid glycosides | 1.7772 | 1.5927 | 1.6720 | 2.1882 | 1.6472 | 2.3114 |
|  | metab_640 | Flavonoid glycosides | 4.7264 | 4.7262 | 4.7516 | 4.9693 | 5.0214 | 5.0113 |
|  | metab_6944 | Flavonoid glycosides | 2.2904 | 2.3315 | 2.1370 | 2.5006 | 2.7905 | 2.8176 |
|  | metab_6431 | O-methylated flavonoids | 1.1947 | 1.1492 | 1.2002 | 1.5346 | 1.5560 | 1.6449 |
|  | metab_2739 | O-methylated isoflavonoids | 0.8941 | 1.2183 | 1.3842 | 1.5358 | 1.3905 | 1.4931 |
|  | metab_15311 | Flavonoid glycosides | 1.5750 | 1.2910 | 1.4211 | 2.0743 | 1.9390 | 2.1863 |

# Supplementary material for: Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage
**Source:** Front Nutr. 2023 Feb 27;10:1029745. doi: 10.3389/fnut.2023.1029745
**Supplement:** Supplementary file 5

**Supplementary Table 4 |** The differential accumulation of flavonoid metabolites in S2 *vs.* S3

|  | Metab ID | Subtype | S2-1 | S2-2 | S2-3 | S3-1 | S3-2 | S3-3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Down | metab_10237 | Flavonoid glycosides | 2.2785 | 2.4648 | 1.9272 | 2.3669 | 2.3179 | 2.2767 |
|  | metab_7512 | Furanoisoflavonoids | 2.2600 | 2.2442 | 2.2585 | 2.6695 | 2.5282 | 2.6494 |
|  | metab_15368 | Flavonoid glycosides | 1.0318 | 0.9966 | 1.0107 | 2.1151 | 2.2146 | 3.3237 |
|  | metab_15176 | Flavonoid glycosides | 2.5549 | 2.5958 | 2.7504 | 3.0878 | 2.9951 | 3.1553 |
|  | metab_15311 | Flavonoid glycosides | 1.2909 | 1.2564 | 1.3671 | 2.0743 | 1.9390 | 2.1863 |
|  | metab_10538 | Flavonoid glycosides | 1.7986 | 1.6173 | 1.9873 | 2.6661 | 2.4735 | 2.3724 |
|  | metab_7028 | Flavonoid glycosides | 0.6608 | 1.2027 | 0.9125 | 2.1882 | 1.6472 | 2.3114 |
|  | metab_15145 | Flavonoid glycosides | 2.1566 | 2.1446 | 2.3678 | 2.6790 | 2.5293 | 2.6562 |
| Up | metab_7269 | Pyranoisoflavonoids | 2.2286 | 1.9449 | 2.2334 | 0.9367 | 0.9455 | 0.9159 |
|  | metab_15591 | Flavonoid glycosides | 1.2676 | 0.8726 | 1.1831 | 0.3675 | 0.5912 | 0.2155 |
|  | metab_10464 | Flavonoid glycosides | 1.8953 | 2.0054 | 1.9566 | 1.9321 | 1.4591 | 1.3261 |
|  | metab_5745 | O-methylated flavonoids | 1.3541 | 1.0356 | 1.6080 | 0.4328 | 0.5255 | 0.4199 |
|  | metab_15297 | Flavonoid glycosides | 0.8812 | 0.5235 | 0.9559 | 0.5545 | 0.4402 | 0.4736 |
|  | metab_648 | Flavonoid glycosides | 1.2358 | 0.9939 | 2.1534 | 0.7966 | 0.5616 | 1.1283 |
|  | metab_15346 | Flavonoid glycosides | 3.2080 | 3.0689 | 3.5566 | 3.1014 | 3.0705 | 2.9760 |
|  | metab_10826 | Isoflavans | 1.3474 | 0.8025 | 1.4883 | 0.3715 | 0.9794 | 0.4445 |
|  | metab_10647 | Flavonoid glycosides | 1.6224 | 1.1287 | 1.4606 | 0.2899 | 0.8017 | 0.7773 |
|  | metab_15484 | Flavonoid glycosides | 3.2075 | 3.0097 | 3.4073 | 2.3912 | 2.6602 | 2.2241 |
|  | metab_6862 | Flavonoid glycosides | 3.5183 | 3.5443 | 3.7495 | 3.5451 | 3.5552 | 3.7531 |
|  | metab_7064 | Flavonoid glycosides | 2.7288 | 2.6086 | 3.0989 | 2.7675 | 2.8825 | 2.8531 |
|  | metab_15535 | Flavonoid glycosides | 3.1184 | 2.9548 | 3.5039 | 2.8372 | 2.7448 | 2.9804 |
|  | metab_640 | Flavonoid glycosides | 4.9633 | 4.9416 | 5.1066 | 4.9693 | 5.0214 | 5.0113 |
|  | metab_8444 | Flavonoid glycosides | 2.0476 | 2.0508 | 2.2646 | 2.1328 | 2.0687 | 2.1148 |
|  | metab_7120 | Flavonoid glycosides | 1.7958 | 1.4779 | 1.8311 | 0.8550 | 0.9060 | 0.5690 |
|  | metab_7173 | Flavonoid glycosides | 1.9558 | 1.7279 | 2.2205 | 0.8504 | 0.8409 | 0.7194 |
|  | metab_14725 | Flavonoid glycosides | 2.3764 | 2.3605 | 2.6433 | 0.6788 | 0.6887 | 0.5367 |
|  | metab_8428 | Isoflavonoid O-glycosides | 1.7211 | 1.7296 | 1.5426 | 1.4332 | 1.1802 | 1.4275 |
|  | metab_10685 | Flavones | 2.4377 | 1.6893 | 3.1432 | 1.1789 | 1.3481 | 1.6005 |

# Supplementary material for: Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage
**Source:** Front Nutr. 2023 Feb 27;10:1029745. doi: 10.3389/fnut.2023.1029745
**Supplement:** Supplementary file 6

**Supplementary Table 5** The differential accumulation of flavonoid metabolites in S1 *vs.* S2, S1 *vs.* S3 and S2 *vs.* S3

| Metab ID | Subtype | S1-1 | S1-1 | S1-1 | S2-1 | S2-2 | S2-3 | S3-1 | S3-2 | S3-3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| metab_7512 | Furanoisoflavonoids | 2.4632 | 2.4073 | 2.3804 | 2.2600 | 2.2442 | 2.2585 | 2.6695 | 2.5282 | 2.6494 |
| metab_15368 | Flavonoid glycosides | 2.2433 | 2.0005 | 1.7726 | 1.0318 | 0.9966 | 1.0107 | 2.1151 | 2.2146 | 3.3237 |
| metab_15311 | Flavonoid glycosides | 1.5750 | 1.2910 | 1.4211 | 1.2909 | 1.2564 | 1.3671 | 2.0743 | 1.9390 | 2.1863 |
| metab_7028 | Flavonoid glycosides | 1.7772 | 1.5927 | 1.6720 | 0.6608 | 1.2027 | 0.9125 | 2.1882 | 1.6472 | 2.3114 |
| metab_7269 | Pyranoisoflavonoids | 2.4753 | 2.6031 | 2.6215 | 2.2286 | 1.9449 | 2.2334 | 0.9367 | 0.9455 | 0.9159 |
| metab_15297 | Flavonoid glycosides | 1.6617 | 1.5464 | 1.5275 | 0.8812 | 0.5235 | 0.9559 | 0.5545 | 0.4402 | 0.4736 |
| metab_648 | Flavonoid glycosides | 3.3069 | 3.1163 | 3.0264 | 1.2358 | 0.9939 | 2.1534 | 0.7966 | 0.5616 | 1.1283 |
| metab_15346 | Flavonoid glycosides | 3.8530 | 3.7190 | 3.7156 | 3.2080 | 3.0689 | 3.5566 | 3.1014 | 3.0705 | 2.9760 |
| metab_10647 | Flavonoid glycosides | 1.6281 | 0.8544 | 0.9544 | 1.6224 | 1.1287 | 1.4606 | 0.2899 | 0.8017 | 0.7773 |
| metab_6862 | Flavonoid glycosides | 3.7083 | 3.6524 | 3.7182 | 3.5183 | 3.5443 | 3.7495 | 3.5451 | 3.5552 | 3.7531 |
| metab_7064 | Flavonoid glycosides | 3.3666 | 3.2822 | 3.3034 | 2.7288 | 2.6086 | 3.0989 | 2.7675 | 2.8825 | 2.8531 |
| metab_640 | Flavonoid glycosides | 4.7264 | 4.7262 | 4.7516 | 4.9633 | 4.9416 | 5.1066 | 4.9693 | 5.0214 | 5.0113 |
| metab_8444 | Flavonoid glycosides | 2.2196 | 2.1034 | 2.0922 | 2.0476 | 2.0508 | 2.2646 | 2.1328 | 2.0687 | 2.1148 |
| metab_7120 | Flavonoid glycosides | 2.5014 | 2.4220 | 2.3902 | 1.7958 | 1.4779 | 1.8311 | 0.8550 | 0.9060 | 0.5690 |
| metab_8428 | Isoflavonoid O-glycosides | 2.2450 | 2.1066 | 2.0721 | 1.7211 | 1.7296 | 1.5426 | 1.4332 | 1.1802 | 1.4275 |

# Supplementary material for: Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage
**Source:** Front Nutr. 2023 Feb 27;10:1029745. doi: 10.3389/fnut.2023.1029745
**Supplement:** Supplementary file 8

**Supplementary Table 7 |** The differential structure genes associated with flavonoid biosynthesis in chayote fruits during storage

# Supplementary material for: Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage
**Source:** Front Nutr. 2023 Feb 27;10:1029745. doi: 10.3389/fnut.2023.1029745
**Supplement:** Supplementary file 9

**Supplementary Table 8 |** The structure genes of involved positive and negtive regulation associated with flavonoid biosynthesis in chayote fruits during storage

# Supplementary material for: Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage
**Source:** Front Nutr. 2023 Feb 27;10:1029745. doi: 10.3389/fnut.2023.1029745
**Supplement:** Supplementary file 11

**Supplementary Table 10 |** The expression patterms in chayote fruits at three different storage stages (S1, S2, and S3) using qRT-PCR

| ID | S1-1 | S1-2 | S1-3 | S2-1 | S2-2 | S2-3 | S3-1 | S3-2 | S3-3 | S1 | S2 | S3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| SePAL 2 | 1.87 | 2.16 | 2.07 | 1.73 | 1.26 | 1.67 | 0.33 | 0.79 | 0.41 | 2.03 | 1.55 | 0.51 |
| SeC4H 1 | 1.23 | 1.65 | 1.73 | 0.62 | 0.46 | 0.43 | 0.47 | 0.39 | 0.37 | 1.54 | 0.50 | 0.41 |
| Se4CL 2 | 2.40 | 2.47 | 2.03 | 1.93 | 1.77 | 1.65 | 1.59 | 1.56 | 1.48 | 2.30 | 1.78 | 1.54 |
| SeCHS 1 | 5.96 | 4.88 | 6.32 | 4.94 | 5.75 | 4.22 | 1.37 | 1.65 | 1.61 | 5.72 | 4.97 | 1.54 |
| SeUGT 1 | 1.86 | 1.57 | 1.64 | 1.77 | 1.62 | 1.41 | 1.61 | 1.58 | 1.42 | 1.69 | 1.60 | 1.54 |
| SeF3H | 4.12 | 4.38 | 3.66 | 2.27 | 2.15 | 2.18 | 1.24 | 1.08 | 1.17 | 4.05 | 2.20 | 1.16 |
| SeFLS 1 | 3.57 | 3.75 | 3.28 | 2.81 | 2.65 | 2.64 | 1.86 | 1.64 | 1.47 | 3.53 | 2.70 | 1.66 |
| SeIFR 2 | 1.44 | 1.18 | 1.21 | 1.17 | 1.08 | 1.12 | 0.89 | 1.22 | 0.95 | 1.28 | 1.12 | 1.02 |
| SeUGT 4 | 4.26 | 4.68 | 3.88 | 3.02 | 2.82 | 2.81 | 1.29 | 1.28 | 1.12 | 4.27 | 2.88 | 1.23 |
| SeDFR | 3.76 | 3.56 | 3.28 | 2.68 | 2.22 | 2.44 | 1.37 | 0.96 | 1.05 | 3.53 | 2.45 | 1.13 |
| SeIFR 1 | 1.24 | 1.33 | 0.82 | 0.37 | 0.46 | 0.52 | 0.41 | 0.33 | 0.26 | 1.13 | 0.45 | 0.33 |
| SeFNSI1 | 5.72 | 5.78 | 4.63 | 4.68 | 3.99 | 3.71 | 0.68 | 0.54 | 0.64 | 5.38 | 4.13 | 0.62 |
| SeFNSI2 | 4.57 | 4.46 | 4.52 | 4.27 | 3.31 | 3.85 | 6.73 | 7.78 | 7.19 | 4.52 | 3.81 | 7.23 |
| SeMYB1 | 2.51 | 2.88 | 3.17 | 2.12 | 2.08 | 2.06 | 2.04 | 1.88 | 0.96 | 2.85 | 2.09 | 1.63 |
| SeMYB2 | 3.44 | 4.21 | 3.09 | 3.01 | 2.22 | 2.74 | 1.34 | 1.09 | 1.51 | 3.58 | 2.66 | 1.31 |
| SeMYB3 | 9.31 | 9.25 | 8.86 | 2.13 | 2.68 | 3.02 | 2.11 | 1.97 | 1.82 | 9.14 | 2.61 | 1.97 |
| SebHLH1 | 1.92 | 2.01 | 1.81 | 1.65 | 1.74 | 1.79 | 0.40 | 0.68 | 0.83 | 1.91 | 1.73 | 0.64 |
| SebHLH2 | 4.10 | 4.62 | 3.87 | 1.96 | 1.63 | 1.72 | 0.31 | 0.44 | 0.56 | 4.20 | 1.77 | 0.44 |

# Supplementary material for: Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage
**Source:** Front Nutr. 2023 Feb 27;10:1029745. doi: 10.3389/fnut.2023.1029745
**Supplement:** Supplementary file 13

**Supplementary Table 12 |** Connection network between MYB and bHLH TFs and flavonoid metabolites

# Supplementary material for: Metabolic profiling and transcriptome analysis provide insights into the accumulation of flavonoids in chayote fruit during storage
**Source:** Front Nutr. 2023 Feb 27;10:1029745. doi: 10.3389/fnut.2023.1029745
**Supplement:** Supplementary file 14

**Supplementary Table 13 |** The expression patterms in chayote fruits after treatment with phenylalanine at three different storage stages using qRT-PCR

| ID | CK1 | CK2 | CK3 | 0.5mmol/l | 0.5mmol/l | 0.5mmol/l | 1.0mmol/l | 1.0mmol/l | 1.0mmol/l |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| SePAL 2 | 1.17 | 1.05 | 0.78 | 1.03 | 1.23 | 1.25 | 2.06 | 2.05 | 2.36 |
| SeC4H 1 | 1.12 | 1.10 | 0.85 | 1.22 | 1.17 | 1.25 | 1.28 | 1.27 | 1.27 |
| Se4CL 2 | 0.84 | 0.96 | 1.21 | 2.62 | 2.54 | 2.60 | 5.25 | 4.88 | 4.95 |
| SeCHS 1 | 1.01 | 1.17 | 0.82 | 2.78 | 2.34 | 2.55 | 2.68 | 2.64 | 2.71 |
| SeUGT 1 | 0.92 | 1.21 | 0.88 | 2.15 | 2.31 | 2.24 | 3.64 | 3.35 | 3.48 |
| SeF3H | 1.22 | 0.85 | 1.04 | 3.17 | 3.18 | 3.06 | 4.45 | 4.17 | 4.05 |
| SeFLS 1 | 0.87 | 0.96 | 1.18 | 4.22 | 4.33 | 4.26 | 4.35 | 4.52 | 4.61 |
| SeIFR 2 | 1.02 | 1.07 | 0.90 | 1.20 | 1.31 | 1.24 | 4.00 | 3.56 | 4.32 |
| SeUGT 4 | 1.00 | 1.12 | 0.88 | 3.65 | 3.64 | 3.25 | 7.66 | 8.31 | 8.55 |
| SeDFR | 1.04 | 1.05 | 0.90 | 1.15 | 1.17 | 1.15 | 1.45 | 1.33 | 1.37 |
| SeIFR 1 | 1.11 | 1.15 | 0.74 | 1.66 | 1.71 | 1.85 | 2.01 | 1.94 | 2.23 |
| SeFNSI1 | 0.82 | 0.98 | 1.21 | 6.95 | 7.09 | 6.90 | 9.60 | 9.84 | 10.33 |
| SeFNSI2 | 1.31 | 0.78 | 0.91 | 2.18 | 2.05 | 1.98 | 5.56 | 5.37 | 5.84 |
| SeMYB1 | 1.01 | 1.03 | 0.96 | 5.36 | 5.44 | 5.25 | 10.21 | 9.99 | 10.17 |
| SeMYB2 | 0.87 | 0.95 | 1.18 | 1.32 | 1.89 | 1.52 | 9.12 | 7.27 | 8.89 |
| SeMYB3 | 1.02 | 0.82 | 1.16 | 5.91 | 4.81 | 4.23 | 5.33 | 4.97 | 6.03 |
| SebHLH1 | 1.19 | 1.10 | 0.71 | 1.29 | 1.74 | 1.79 | 4.79 | 3.24 | 3.21 |
| SebHLH2 | 0.96 | 0.88 | 1.16 | 3.74 | 3.33 | 3.54 | 6.44 | 7.87 | 8.24 |

How the deposited data were processed for this re-analysis (not part of the article)

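RNA of chayote fruits at the optimal harvest stage (S1), after 15 days of storage (S2) and after 30 days of storage (S3) was sequenced in 9 libraries, 3 biological replicates per stage. The authors deposited FPKM for 57814 unigenes in 9 files, 1 per library, with 2 decimals. Reads had been filtered with fastp, for which no version is given, and the mapper, the counting tool and the scaling factors are not given in the sources used here. Values have decimals and their totals differ between libraries, so they are neither counts nor shares of a fixed total. No counts or lengths are given for the unigenes, so no counting interval or lower limit was computed. The paper's Table 2 gives mapped reads for 9 libraries, of which the last 3 repeat the labels of S2, so only those of S1 were set beside the depth estimated here. Those last 3 also have a higher Q30 than all the others, and whether the stages were sequenced together is not given. The relative depth was estimated from the steps of 1 read between values of 0.25 to 2.0 FPKM in pairs of libraries. In 1 of the 9 files, that of S1 replicate 1, 8 columns without a name hold values in a single row, which were not used. The numbers of the replicates do not pair fruits across stages, as no pairing is described, and samples were grouped by stage as their labels give it.

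The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. All 9 libraries were fitted together with limma (lmFit, and eBayes with trend) on log2(FPKM + 1), over 30201 unigenes with FPKM of at least 1 in at least 3 libraries. S2 was compared with S1, S3 with S2 and S3 with S1, with Benjamini-Hochberg adjusted p values and a threshold of 0.05, and folds are the later stage minus the earlier. The paper's statistics section names a T-test for comparisons of groups in general, and the text names no tool, adjustment or threshold for its DEGs. The test was tried on simulated data with the spread of these libraries, in which it made 11, 7 and 3 false calls among 26913, 26902 and 26893 simulated unigenes. Calls in both steps were compared with 20 simulations of unchanged groups, since both steps share the S2 libraries. Correlations between libraries are Pearson's r of log2(FPKM + 1) across unigenes.

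No annotation of the unigenes is at hand, so lists planned by annotation (hormones, cell wall, photosynthesis, senescence, seed storage, heat shock, RNA quality) could not be formed, and GO and KEGG enrichment was not analysed here. Names come from the paper's supplementary tables. Genes of Table S7, which has no identifiers, were matched through their 9 values to 2 decimals under any of the 6 orders of the stages, which left 2 of 95 without a match and 2 with the values of 2 unigenes. These last 2, SePAL4 and SePAL12, match TRINITY_DN3049_c0_g2 under the stages of the files and TRINITY_DN1395_c0_g1 with S1 and S2 exchanged. The files thus hold the same 9 values for both unigenes, with S1 and S2 exchanged between them. Table S8 holds 28 structural genes and 67 entries of transcription factors, and the stage means of all 95 entries equal the files within 0.02. Table S9 holds 145 entries for 137 unigenes, of which 144 equal the files, while TRINITY_DN10329_c0_g1 has S1 and S2 exchanged. The genes of the qRT-PCR were matched through the identifiers of Tables S1, S8 and S9. The metabolite, total flavonoid, phenylalanine and qRT-PCR measurements have no file among the deposited ones and were left out, except that the contents in Tables S2 to S5 and the means in Table S10 were set beside FPKM.

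The genes named in the text were chosen by a rule. It takes the unigenes of Table S8 and the genes of Table S1 with a Trinity identifier, and of these the text names those with the largest folds and every gene that the paper names. Outside the lists it takes, per comparison, at most 2 unigenes with the largest rise and 2 with the largest fall among those with an adjusted p under 0.05, separate libraries and a mean of at least 10 in the higher stage. The values in the paper's tables had been seen when the rule was written.

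The alternatives, chosen before the data were examined, were median-of-ratios scaling, quantile normalization, no filter beyond a value above 0, a filter at 5, pseudocounts of 0.1 and 0.01, limma with neither trend nor robust options, the 6 libraries of the stages compared, the replicate number as a block, each library left out in turn, an absolute log2 fold of at least 1, and an adjusted p under 0.01. The stages of Table S7, and Table S7 without the genes whose stages differ, were added after the data were seen.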

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

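These unigenes lie outside the lists the paper discusses and are not paired with names in the sources used here. Each was higher in a stage of storage than in an earlier stage. They were taken as the largest rises among unigenes with separate libraries and an adjusted p under 0.05 from limma, so neither is evidence beyond that choice. TRINITY_DN34659_c0_g1 is listed at 0 in each S1 library and averaged 54.4 ± 37 FPKM in S2 (SD, n = 3; adjusted p = 0.0017) and 0.507 ± 0.878 in S3 (SD, n = 3; adjusted p = 5.19e-04 from S2 to S3). TRINITY_DN14611_c0_g1 averaged 0.78 ± 0.467 FPKM in S1, 65 ± 10.9 in S2 and 57.1 ± 14 in S3 (SD, n = 3; log2 fold 5.23 from S1 to S2, adjusted p = 3.88e-05). TRINITY_DN1112_c1_g3 averaged 61.2 ± 69.1 FPKM in S1, 0.413 ± 0.192 in S2 and 905 ± 294 in S3 (SD, n = 3; log2 fold -4.20 from S1 to S2, adjusted p = 0.042, and 9.27 from S2 to S3, adjusted p = 3.78e-04). TRINITY_DN1397_c0_g2 averaged 0.647 ± 0.6 FPKM in S1, 0.0467 ± 0.0808 in S2 and 385 ± 197 in S3 (SD, n = 3; log2 fold 8.35 from S2 to S3, adjusted p = 4.37e-06). TRINITY_DN5355_c0_g2 averaged 0.243 ± 0.421 FPKM in S1, 14.7 ± 2.54 in S2 and 282 ± 59.9 in S3 (SD, n = 3; log2 fold 7.86 from S1 to S3, adjusted p = 4.31e-07). TRINITY_DN31024_c0_g1 averaged 0.567 ± 0.33 FPKM in S1, 0.217 ± 0.1 in S2 and 828 ± 759 in S3 (SD, n = 3; log2 fold 7.78 from S1 to S3, adjusted p = 0.0013).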

How the results depend on the processing

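The 208 called log2 folds of named genes have 4121 values under the alternatives chosen before the data were examined, of which 3883 kept their direction and their call, 238 kept the direction and lost the call, and 0 turned. The 98 folds of named genes that were not called have 1939, of which 1834 kept their direction without a call, 62 kept it and were called, and 43, in 26 of the folds, turned or came to 0 and were not called, such as SePAL3 in S2 against S1 from -0.14 to 0.39 without S1 replicate 3 and FSG0039260 from 0.02 to -0.94 with a pseudocount of 0.01. Unigenes that a stricter filter or a left-out library removed from the test have no value there. With an absolute log2 fold of at least 1, 2861, 8332 and 8662 unigenes were called in S2 against S1, S3 against S2 and S3 against S1, 1518 in both steps and 7 of the Table S8 structural genes in S3 against S2. At an adjusted p under 0.01, 2244 unigenes were called in S2 against S1, 1228 in both steps, 8 Table S8 structural genes, 36 transcription factors of Table S9 and 3 genes of the qRT-PCR, the last being 4 with the 6 libraries of S1 and S2 alone. Fewer calls follow from the construction of both settings, and for all other alternatives the cause was not tested. The lowest correlation between replicates was 0.855 on FPKM as deposited and 0.762 by Spearman. Mean unigenes per library were 27018, 26418 and 26772 in S1, S2 and S3 at FPKM of at least 1, and 39654 in S3 at 0.1. Of the pairs of Tables S11 and S12, 266 coefficients were recovered together, 18 by Pearson, 17 by Pearson on the log2 scale, 9 without the 2 samples farthest from the median, and 0, 0, 47, 71 and 0 with the S1 columns in the orders 1 3 2, 2 1 3, 2 3 1, 3 1 2 and 3 2 1.

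Leaving out 1 library at a time gave 2633 to 5781 unigenes in S2 against S1 (3392 without S1 replicate 2, and 2674, 2633 and 2976 without S2 replicates 1, 2 and 3), 10838 to 15623 in S3 against S2, 11391 to 15161 in S3 against S1 and 1508 to 4201 in both steps (1540, 1508 and 1643 without S2 replicates 1, 2 and 3). It gave 9 to 19, 8 to 13 and 23 to 26 structural genes of Table S8 (9 in S2 against S1 without S2 replicate 2), 44 to 64, 48 to 56 and 47 to 54 of Table S7, 37 to 59, 99 to 111 and 97 to 110 transcription factors (37 and 38 in S2 against S1 without S2 replicates 1 and 2) and 4 to 7, 6 to 8 and 10 to 12 genes of the qRT-PCR (4 without S2 replicate 2). The lowest replicate correlation was 0.905 to 0.922. With the replicate number as a block, 4033, 13024 and 13384 unigenes were called in S2 against S1, S3 against S2 and S3 against S1, but the numbers do not pair the fruits, and deviations from the stage mean in libraries with the same number correlated at -0.138 to 0.042.

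Under the stages of Table S7, chosen after seeing the data, 17 structural genes of Table S8 were called in S3 against S2, and 18 of 31 called folds turned (names of Table S8). In S2 against S1 these were SePAL1 2.28, SeC4H1 2.42, Se4CL1 2.28, Se4CL2 1.29, Se4CL3 2.20, SeIFR1 1.79, SeUGT2 4.22 and SeUGT3 5.30, and in S3 against S2 SeFLS1 4.19 and SeIFR2 2.20. In S3 against S1 they were SeC4H1 0.59, Se4CL3 0.38, SeCHS1 1.89, SeFLS1 0.95, SeIFR1 0.35, SeUGT2 2.27, SeUGT3 1.94 and SeUGT4 0.59. With 3 libraries per stage, 47, 50 and 37 of 100 simulated unigenes with a log2 fold of 1 were called. Far fewer unigenes were changed in each simulation than were called in the files, which makes the adjusted p stricter there. How often changes of that size are missed in the files was therefore not measured.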

Differences from the paper's values

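The paper names a T-test for comparisons in general, states no tool or threshold for its DEGs and does not define up-regulated for their counts. The structural genes that it calls up-regulated in S1 vs. S2 and S2 vs. S3 have means in its Table S8 that fall along storage, which goes with higher in the earlier stage. Its DEG counts go more with the other reading, as up-regulated DEGs are fewer than down-regulated ones in each comparison. Fewer unigenes were higher than lower in the later stage at a log2 fold minimum of 1 (1178 against 1683, 3874 against 4458, 3782 against 4880). Without that minimum 7043 were higher and 7010 lower in S3 than in S2. After quantile normalization 2743 were higher and 2590 lower in S2 than in S1. Both readings are given. Read as higher in the later stage, the paper's count of up-regulated DEGs in S2 vs. S3 is 4647, and 7043 unigenes were higher in S3 here. Among the alternatives set before the data were examined, the difference passed 1.5 times without the low-value filter, with the 6 libraries of the stages compared, and without S1 replicate 1 or 3, and it did not with median-of-ratios scaling, quantile normalization, the filter at 5, both other pseudocounts, limma with neither trend nor robust options, the replicate block, the other 7 left-out libraries, the absolute log2 fold of at least 1 (3874) or an adjusted p under 0.01 (4818).

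Read as higher in the earlier stage, the paper's counts of up-regulated DEGs are 1761 in S1 vs. S2, 4647 in S2 vs. S3 and 4748 in S1 vs. S3, and 3220, 7010 and 7669 unigenes were higher in the earlier stage here. For S1 vs. S2 the difference was within 1.5 times with quantile normalization (2590), no low-value filter (2622), the replicate block (2401), an absolute log2 fold of at least 1 (1683), an adjusted p under 0.01 (1284) and without S1 replicate 2, S1 replicate 3 or any S2 replicate (1568 to 2307), and not with the others, namely median-of-ratios scaling, the filter at 5, both other pseudocounts, limma with neither trend nor robust options, the 6 libraries, and without S1 replicate 1 or any S3 replicate. For S2 vs. S3 it was within 1.5 times with the filter at 5 (5353), limma with neither trend nor robust options (6959), the replicate block (6590), an absolute log2 fold of at least 1 (4458), an adjusted p under 0.01 (4980) and every left-out library but S1 replicate 1, and not with the scalings, no filter, the other pseudocounts or the 6 libraries. For S1 vs. S3 it was within 1.5 times with the filter at 5 (5649), the 6 libraries (6548), an absolute log2 fold of at least 1 (4880), an adjusted p under 0.01 (5489) and without S1 replicate 2, S1 replicate 3 or any S3 replicate, and not with the scalings, no filter, the other pseudocounts, limma with neither trend nor robust options, the replicate block, or without S1 replicate 1 or any S2 replicate.

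The paper's numbers of unigenes in the S1 libraries are 26742, 27925 and 27534, and 41887, 44454 and 42454 unigenes were above 0 in S1 replicates 1, 2 and 3. At FPKM of at least 1 they were 26612, 27466 and 26976, which are within 1.5 times of the paper's, and at 0.1 they were 41474, 43973 and 42076, which are not.

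The values of these genes of Table S7 equal those of a unigene, but stand under other stages than in the files, and no alternative set before the data were examined changes this. The names are those of Table S7. For Se4CL1 the paper's means are 20 in S1 and 102 in S2, and here 102 and 20. For Se4CL2 the paper's means are 12.2 and 32.6, and here 32.6 and 12.2. For Se4CL3 the paper's means are 3.41 in S1 and 19.7 in S2, and here 19.7 and 4.72. For SeC4H2 the paper gives 34.5 and 205, against 205 and 56.5 here. SeCHS2 has the paper's means of 34.1 in S1 and 129 in S3, and here 129 and 29.1. The paper's mean of SeDFR in S1 is 24.6, and here 64.8. The paper gives SeFLS1 180 in S1, 18.2 in S2 and 351 in S3, and the files 351, 180 and 18.2. SeIFR1 has the paper's means of 49.2 in S1 and 174 in S2, and here 174 and 67.5. SeIFR2 has the paper's means of 0.0633 in S2 and 3.89 in S3, and here 3.89 and 0.0633. For SePAL1 the paper gives 2.79 in S1 and 21.6 in S2, and the files 21.6 and 2.79. For SePAL2 the paper gives 1.22 and 2.56, and the files 2.56 and 1.22. The paper's means of SeUGT17 are 1.27 in S1, 88.7 in S2 and 7.99 in S3, and here 88.7, 7.99 and 1.27. SeUGT37 has the paper's means of 129 in S1 and 197 in S3, and here 220 and 129. The paper's means of SeUGT6 are 22.3, 457 and 117 in S1, S2 and S3, and here 457, 117 and 22.3. The paper's own Table S8 gives the stage means of these unigenes as the files do.

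The paper states that the structural genes of its increased group were significantly increased in both comparisons. Here 5 of 19 were called in both steps, from 2 to 8 over the alternatives set before the data were examined (8 without S3 replicate 1), and the means of all 19 fell in both. Of its decreased structural genes 1 of 9 was called in both steps, from 0 to 3. Of the transcription factors of the increased group 12 of 29 were called in both steps (4 to 12 over the alternatives), and of the decreased group 4 of 35 (0 to 6). The means of all 29 are lower and those of all 35 higher in each later stage, which is the paper's direction only if increased is read as higher in the earlier stage. The study chose these groups, and the 19 structural genes, on these samples, so a shared direction is not independent evidence. SeDFR was called in S3 against S1 with the filter at 5, the 6 libraries, the replicate block and without S2 replicate 1 or 2, in S2 against S1 without S2 replicate 1, and in S3 against S2 without S2 replicate 2. FSG0057100 was called in S3 against S1 with the filter at 5, without S2 replicate 2 and without S3 replicate 1. FSG0039260 was called in S3 against S2 and S3 against S1 with the filter at 5, without S2 replicate 1 and without S3 replicate 1. SePAL3, FSG0179850 and the unigene TRINITY_DN766_c1_g1 of FSG0254550 were called under no setting. The paper's Discussion lists FSG0036280 among positive regulators, where its Table S8 lists it as decreased, and here it rose by a log2 fold of 3.20 from S1 to S3.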

Other observations

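The tests in this part were all chosen after the results were seen. Of the 10 splits of the 6 libraries of S1 and S2 into 3 and 3, only 1, the real one, called 5406 unigenes, and the highest other split called 5. For S2 and S3 the real split was again the only 1 of 10, with 14053 calls and 0 in the highest other, and for S1 and S3 likewise, with 14346 and 1. With 10 splits the share cannot be under 0.1. Every other split mixes the stages in both groups, so the difference between stages enters the spread. Few calls follow from this construction, and the counts of the other splits do not measure noise.

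The unigenes of the transcription factor list of Table S9 varied least between replicates in S1 and most in S2, with a log2 ratio of the median SD in S2 to that in S1 of 1.24, while other unigenes varied least in S2. Lists drawn at random and matched on expression level had ratios of up to -0.90 within the middle range that leaves out the highest and lowest few lists, which argues against level as the source, and lists matched on level and on the change during storage had ratios of up to -1.27, which argues against a larger variation between fruits at 15 days in unigenes that change this much in general. The lists were drawn unigene by unigene, so their middle range may be too narrow for factors that vary together within a fruit. Variation that the listed factors share in a fruit was not tested. A candidate explanation is that these unigenes stand under other stage labels than the rest of the files, and the steps of 1 read in low values placed the deposited order at percentiles 56.5, 36.5 and 1.1 of random lists in sets of 1, 7 and 20 unigenes. Against it stand the paper's qRT-PCR means, which move as FPKM does in all 3 comparisons for the 4 factors measured, and 166 of 181 coefficients of Table S12, over 32 unigenes, which are recovered with the deposited order but were computed from the same libraries. For the 137 unigenes as a set other labels cannot be told apart from the deposited order being right, since few of them have values that low or a qRT-PCR measurement, and the sets give different answers.

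The genes of Table S7 whose values stand under the same stages in table and files also varied least in S1, but most in S3 (median SD 0.12, 0.27 and 0.35 in S1, S2 and S3). Their log2 ratio of S2 to S1 was 1.16, against upper limits of the same middle range of -0.80 for lists matched on level and -1.02 for lists matched on level and change, which argue against both of those sources. Other stage labels may be the reason here too, as the read steps lay at percentiles 0.3, 0.0 and 2.9 in sets of 3, 6 and 9 unigenes. The sets are small and were chosen on these data, and they do not all lie below the lowest 2.5% of random lists, so the explanation cannot be told apart from others. Of the 72 unigenes, 1 was measured by qRT-PCR and its means move as FPKM does in all 3 comparisons, and 9 of 16 coefficients of Table S11, over 2 unigenes, are recovered with the deposited order. Of all pairs of Table S11, 100 of 107 were recovered, so every pair not recovered belongs to these 2 unigenes. The 9 are thus no support for the deposited order in the 72. These random lists too were drawn unigene by unigene and carry no variation shared within a fruit. No biological explanation for a spread that differs by list was tested beyond these sources.

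The file of S1 replicate 1 has 8 columns without a name, which hold values for TRINITY_DN9941_c2_g5 (Se4CL3) alone, and all 8 equal the values of that unigene in the other libraries. In Table S7 this gene stands under other stages than in the files.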
